# Acute kidney injury triggers hypoxemia by lung intravascular neutrophil retention that reduces capillary blood flow

**DOI:** 10.1172/JCI186705

**Published:** 2025-03-06

**Authors:** Yohei Komaru, Liang Ning, Carine Lama, Anusha Suresh, Eirini Kefaloyianni, Mark J. Miller, Shinichi Kawana, Hailey M. Shepherd, Wenjun Li, Daniel Kreisel, Andreas Herrlich

**Keywords:** Inflammation, Nephrology, Pulmonology, Monocytes, Neutrophils

## Abstract

Sterile acute kidney injury (AKI) is common in the clinic and frequently associated with unexplained hypoxemia that does not improve with dialysis. AKI induces remote lung inflammation with neutrophil recruitment in mice and humans, but which cellular cues establish neutrophilic inflammation and how it contributes to hypoxemia is not known. Here we report that AKI induced rapid intravascular neutrophil retention in lung alveolar capillaries without extravasation into tissue or alveoli, causing hypoxemia by reducing lung capillary blood flow in the absence of substantial lung interstitial or alveolar edema. In contrast to direct ischemic lung injury, lung neutrophil recruitment during remote lung inflammation did not require cues from intravascular nonclassical monocytes or tissue-resident alveolar macrophages. Instead, lung neutrophil retention depended on the neutrophil chemoattractant CXCL2 released by activated classical monocytes. Comparative single-cell RNA-Seq analysis of direct and remote lung inflammation revealed that alveolar macrophages were highly activated and produced CXCL2 only in direct lung inflammation. Establishing a CXCL2 gradient into the alveolus by intratracheal CXCL2 administration during AKI-induced remote lung inflammation enabled neutrophils to extravasate. We thus discovered important differences in lung neutrophil recruitment in direct versus remote lung inflammation and identified lung capillary neutrophil retention that negatively affected oxygenation by causing a ventilation-perfusion mismatch as a driver of AKI-induced hypoxemia.

## Abstract 2

During sterile acute kidney injury CCR2^+ ^monocytes drive lung capillary neutrophil retention. The resultant reduced capillary perfusion induces a ventilation-perfusion deficit that causes hypoxemia.

## Introduction

Sterile acute kidney injury (AKI) is a common clinical condition that carries a risk of high mortality, particularly when it occurs with respiratory failure (1–3). AKI-associated respiratory failure is incompletely understood and thought to result from lung interstitial and alveolar edema as a result of endothelial leakage in response to systemic inflammation induced by AKI (4, 5). In mice (4, 6–10) and humans (11, 12), AKI-induced systemic inflammatory mediators cause remote lung inflammation with neutrophil accumulation, but little to no alveolar inflammatory or serous exudates (reviewed in refs. 4, 7, 8). We showed that mice were hypoxemic 24 hours after AKI despite the lack of substantial alveolar edema or exudates and that prevention of lung neutrophil accumulation prevented hypoxemia (6). Which cellular cues attract neutrophils into the lung during remote inflammation and how neutrophils contribute to hypoxemia after AKI, however, remain largely unresolved.

Here we show that, during remote lung inflammation after AKI, the vast majority of neutrophils did not extravasate. Intravascular retention of neutrophils in pulmonary capillaries obstructed lung capillary blood flow and significantly reduced oxygenation by 2–6 hours after AKI in the absence of any marked interstitial or alveolar edema or inflammatory exudates. We show that, in remote lung inflammation, unlike in direct lung injury, nonclassical monocytes and alveolar macrophages were not required to attract neutrophils to the lung and, instead, implicated the neutrophil chemoattractant CXCL2 released by intravascular classical monocytes in capillary neutrophil retention. Comparative single-cell RNA-Seq (scRNA-Seq) analysis of direct and remote lung inflammation revealed that alveolar macrophages produced CXCL2 only during direct lung inflammation. Establishing a CXCL2 gradient into the alveolus by intratracheal (i.t.) administration of CXCL2 during AKI-induced remote lung inflammation enabled neutrophils to extravasate. We thus describe important differences in lung neutrophil recruitment in direct versus remote lung inflammation. We have uncovered what we believe to be a novel mechanism that underlies AKI-induced hypoxemia, namely intravascular neutrophilic inflammation with capillary perfusion deficits that worsen oxygenation despite proper alveolar function and ventilation. We hypothesize that lung intravascular neutrophil retention after AKI may protect the organism from overt systemic action of neutrophils and inflammatory mediators by sequestering them in the lung vasculature, yet at the risk of hypoxemia due to reduced lung alveolar capillary perfusion and oxygen uptake. Our findings affect the understanding of AKI-associated respiratory failure in general and also may help explain the negative effect AKI has on respiratory failure and mortality in patients with acute respiratory distress syndrome (ARDS) (13).

## Results

### Neutrophils recruited to the lung after AKI do not extravasate from lung vessels.

During direct tissue injury, neutrophils typically establish inflammation by extravasating from the circulation into the injured tissue (14, 15). During remote lung inflammation after AKI, we and others have previously found that few, if any, neutrophils are detectable in bronchoalveolar lavage fluid (reviewed in refs. 4, 5, 16), indicating that they do not transmigrate through the pulmonary epithelial barrier. However, whether neutrophils exit the vascular space during remote lung inflammation is not well understood. We induced bilateral renal ischemia-reperfusion injury (IRI) in mice as a model of severe AKI. In WT mice, blood urea nitrogen (BUN) levels typically reach 100–150 mg/dL 24 hours after IRI (20 minutes of ischemia) (Figure 1A). Flow cytometric analysis confirmed a significant increase in the total number of lung neutrophils after AKI, irrespective of whether the lungs were perfused with PBS at the time of sample preparation (Figure 1B). This suggested that neutrophils either extravasated into the lung interstitium or that they could not be flushed out due to strong vascular adhesion or vascular obstruction. To determine the localization of neutrophils, we injected an allophycocyanin-labeled (APC-labeled) anti-Ly6G Ab i.v. 10 minutes prior to sacrifice, and a BV421-labeled anti-Ly6G Ab was added to lung single-cell suspensions generated from the same animal after sacrifice (17). Only intravascular neutrophils were double positive (APC^+^BV421^+^), while extravasated neutrophils were single positive (BV421^+^) (Figure 1C). We used direct lung injury by i.t. instillation of LPS as a positive control for neutrophil extravasation. Twenty-four hours after bilateral kidney IRI to induce AKI (ischemic AKI), the total number of neutrophils in the lung significantly increased over sham levels and was comparable to the increase observed after direct lung injury with LPS (Figure 1D). However, after AKI, more than 99.5% of neutrophils remained within the intravascular compartment, in contrast to direct lung injury, in which more than 80% of neutrophils had extravasated (Figure 1, E and F). Sterile kidney tissue injury–recruited lung neutrophils may therefore affect oxygenation by impeding blood flow in lung vessels. This is consistent with our published findings that AKI-induced remote lung inflammation with hypoxemia in our model lacks substantial alveolar edema or inflammatory exudates (6).

### Intravascular lung capillary neutrophil retention causes hypoxemia by reducing lung capillary perfusion.

To determine early events that establish remote lung inflammation in real time, we investigated monocyte and neutrophil behavior in lungs using intravital 2-photon microscopy 2 hours after AKI as compared with uninjured sham-operated controls. We used *Ccr2^gfp/+^* mice that allow in vivo tracking of classical monocytes via GFP fluorescence (green) (18). Neutrophils, blood flow, and vessels were visualized in vivo by i.v. injection of a fluorescently labeled anti-Ly6G Ab (red), 1 μm fluorescent microbeads (white), and Qtracker655 (violet), respectively. Two hours after sham operation, few neutrophils, very few static microbeads, and few classical monocytes were detected in the lungs. Classical CCR2^+^ monocytes were largely localized at a significant distance from neutrophils (Supplemental Video 1; supplemental material available online with this article; https://doi.org/10.1172/JCI186705DS1). By contrast, 2 hours after AKI, we observed a large number of neutrophils lining up in lung capillaries that did not extravasate and formed neutrophil “trains,” which were generally tightly associated with at least 1 classical monocyte “locomotive” (see inset on right) (Figure 2A and Supplemental Video 2). Intravascular neutrophil speed was decreased to levels indicative of crawling/arrest (Figure 2B), and the presence of a large number of immobile intravascular 1 μm beads after AKI suggested severely reduced blood flow in the lung capillary microcirculation (Figure 2C). As additional supportive evidence for reduced capillary blood flow, we detected evidence of lung microthrombosis by antiplatelet (CD41a) and antifibrinogen immunofluorescence costaining (approximately 6% of the lung area) in AKI, but not sham-operated, lungs (Supplemental Figure 1). The average distance between classical monocytes and neutrophils was significantly reduced after AKI, raising the possibility of chemoattraction (Figure 2D). To detect neutrophil train formation and monocyte/neutrophil behavior at even earlier time points we obtained 3D time-lapse images of mouse lungs immediately after AKI (5–10 minutes after reperfusion) (Figure 2E and Supplemental Video 3). Already at this very early time point, we observed an increased number of neutrophils and CCR2^+^ classical monocytes in the lung. Overall monocyte speed was significantly reduced, with many monocytes not moving at all. At the same time, many neutrophils were already present in the lung, moving at much higher speeds than monocytes. In some instances, we could already observe the formation of neutrophil trains capped by a monocyte in lung capillaries. In such examples, neutrophils were moving toward an immobile monocyte, suggesting that the monocyte may send a neutrophil chemoattractant signal (Figure 2E). Of note, this intravascular neutrophil retention phenotype after AKI is very different from neutrophil behavior in direct lung injury due, for example, to warm lung IRI in a murine syngeneic lung transplant model (19). In direct lung injury, neutrophils do not remain in the intravascular space to form trains, but instead extravasate and form large alveolar swarms as early as 2 hours after reperfusion (Supplemental Video 4; Q-dot vascular dye: red; neutrophils: green). Taken together, our findings indicate that after AKI neutrophils accumulated very rapidly in lung capillaries, where they assembled into blood flow–impeding trains, possibly involving chemoattraction between neutrophils and monocytes.

We next asked whether the observed significant reduction in lung capillary blood flow could reduce blood oxygenation in the absence of substantial interstitial/alveolar edema or alveolar exudates (6). Compared with control conditions, arterial blood gas measurements revealed that, while no significant oxygenation defect was present at 2 hours, hypoxemia developed by 6 hours after AKI and correlated with the degree of kidney injury (Supplemental Figure 2). Oxygenation was reduced by approximately 16% at 6 hours (Figure 3A), similar to our previous observations at 24 hours after AKI in this model (6). No alveolar edema or exudates and only small alveolar wall thickness increases of 10%–15% were detectable at 2 and 6 hours after AKI (Figure 3B). Importantly, hypoxemia occurred between 2 and 6 hours after AKI without any substantial changes in alveolar wall thickness during the same time frame, implicating impaired capillary perfusion resulting in ventilation-perfusion deficits rather than interstitial edema as a cause of hypoxemia. Our findings are consistent with our previous report of only small alveolar wall thickness increases and absence of alveolar edema or exudates up to 24 hours after AKI, and with our previous finding that prevention of neutrophil accumulation during this time frame prevented hypoxemia (6). To further confirm that lung neutrophil accumulation is indispensable for impaired lung capillary perfusion and hypoxemia, we analyzed AKI animals following neutrophil depletion. Pretreatment with anti-Ly6G Ab effectively reduced the number of circulating neutrophils after AKI (Figure 3C), and neutrophil-depleted mice were protected from hypoxemia 6 hours after AKI (Figure 3D). The number of lung fluorescent microbeads i.v. injected 10 minutes before sacrifice was significantly higher in mice without neutrophil depletion (control IgG) than in those with neutrophil depletion (anti-Ly6G), suggesting that neutrophil retention in the lungs was indeed critical for the reduction in capillary flow and hypoxemia (Figure 3E).

### Rapid lung capillary neutrophil capture is enhanced by decreased neutrophil deformability but not classical neutrophil-endothelial cell interactions.

Circulating neutrophils are attracted to sites of inflammation based on identifiable sequential interactions of different neutrophil cell-surface ligands with endothelial cell-surface receptors, encompassing canonical steps of neutrophil capture, rolling, crawling, arrest, and migration, prior to potential extravasation (20). Whether neutrophil–endothelial cell interactions are important in lung neutrophil recruitment after AKI is unknown. On the basis of our observations of neutrophil crawling/arrest during intravital imaging already 2 hours after AKI, we tested the blockade of key neutrophil–endothelial cell interactions that mediate neutrophil crawling/arrest and migration. The integrins LFA-1 (also known as CD11a/CD18) and Mac-1 (also known as CD11b/CD18) play overlapping roles in neutrophil arrest and migration (20, 21). 

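Lung cells were profiled by 5′ single-cell RNA-Seq 24 hours after sham operation or after AKI, which was induced by 20 minutes of renal ischemia. For each condition 1 library was made from a pool of mice. The paper's methods give 6 pooled samples per group, and the labels of the deposited libraries give 4 pooled mice. The authors deposited unique molecular identifiers (UMIs) counted per gene and cell barcode by Cell Ranger, without normalization. The genome build is stated neither in the paper's text nor in the files. The sham library held 43190660 UMIs in 9087 barcodes, with a median of 3549 per barcode, and the AKI library held 43368824 UMIs in 8591 barcodes, with a median of 3723. The paper gives its sequencing depth in reads, which the files do not hold, so that depth is given here in UMIs. Barcodes with 200 to 3200 detected genes and at most 10% mitochondrial UMIs were kept, which are the paper's limits read as genes. This left 7959 sham and 7216 AKI barcodes. The cells with the highest Scrublet doublet scores were removed, 579 after sham operation and 496 after AKI, and 7380 and 6720 cells remained. Both libraries were clustered together without integration, at a resolution of 0.2 and then of 0.5 within large clusters. Each cluster was named for the class whose marker genes it carried, and the names end in "-like" because no other assay identified the cells. No class was given to 519 sham and 732 AKI cells. The level of a gene in a class was its UMIs summed over the cells of the class, per 1000000 UMIs of that class (CPM), with an exact Poisson interval. The ratio of AKI to sham is given on the log2 scale with an exact conditional binomial interval, and shares of cells have Clopper-Pearson intervals. All intervals, in parentheses, are 95% intervals and cover counting error only. With 1 library per condition and no record of which cell came from which mouse, the spread between mice is unknown and no test was made. Batch and condition cannot be told apart in these libraries.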

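The gene of intercellular adhesion molecule-1, *Icam1* (ENSMUSG00000037405), was counted 3980 times in the 2604 vascular endothelial-like cells of the sham lung library and 7292 times in the 2133 of the AKI library. Its level was 440.5 (427 to 454) CPM after sham operation and 895 (874 to 916) after AKI, a log2 ratio of 1.02 (0.97 to 1.08). The alternative that moved this ratio most, no removal of doublets, gave 0.58 in a class of other makeup, with 1274 sham and 2269 AKI cells. In general capillary-like cells the level rose from 328 (315 to 341) to 792 (769 to 815) CPM, a log2 ratio of 1.27 (1.20 to 1.34). Venous-like cells had a log2 ratio of 0.93 (0.79 to 1.07), between levels of 769 and 1462 CPM. Most of them came from cluster 1100 after sham operation (136 of 184 cells) and from cluster 1101 after AKI (149 of 213 cells). Within clusters the log2 ratio was lower, −0.16 (−0.59 to 0.25) in cluster 1100, 0.49 (0.23 to 0.75) in cluster 1101 and 0.67 (0.34 to 1.01) in cluster 1102. Aerocyte capillary-like cells, for which the largest cluster was 1400 after sham operation and 1401 after AKI, had 884 and 944 CPM, and their log2 ratio of 0.09 (−0.03 to 0.21) was within counting error. No class with arterial markers was named. The cluster nearest to it, cluster 207 with 76 sham and 62 AKI cells, had a log2 ratio of 1.63 (1.33 to 1.94). At least 1 *Icam1* UMI was found in 46.9% (44.9 to 48.8) of the sham and 64.4% (62.3 to 66.4) of the AKI vascular cells, whose median depths were 3270 and 3634 UMIs. After every cell was thinned to 1000 UMIs, which left out 193 and 169 cells with fewer, the shares were 25.6% and 40.4%. In neutrophil-like cells, set beside them as background, 3.50% and 7.99% of cells had an *Icam1* UMI, at median depths of 3029 and 2658.5 UMIs, and the level was 17.9 and 38.0 CPM. A list of 17 stress and immediate-early genes had a median log2 ratio of 0.36 in the same vascular cells, with 9 of 17 genes higher after AKI.

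**Figure D1:**
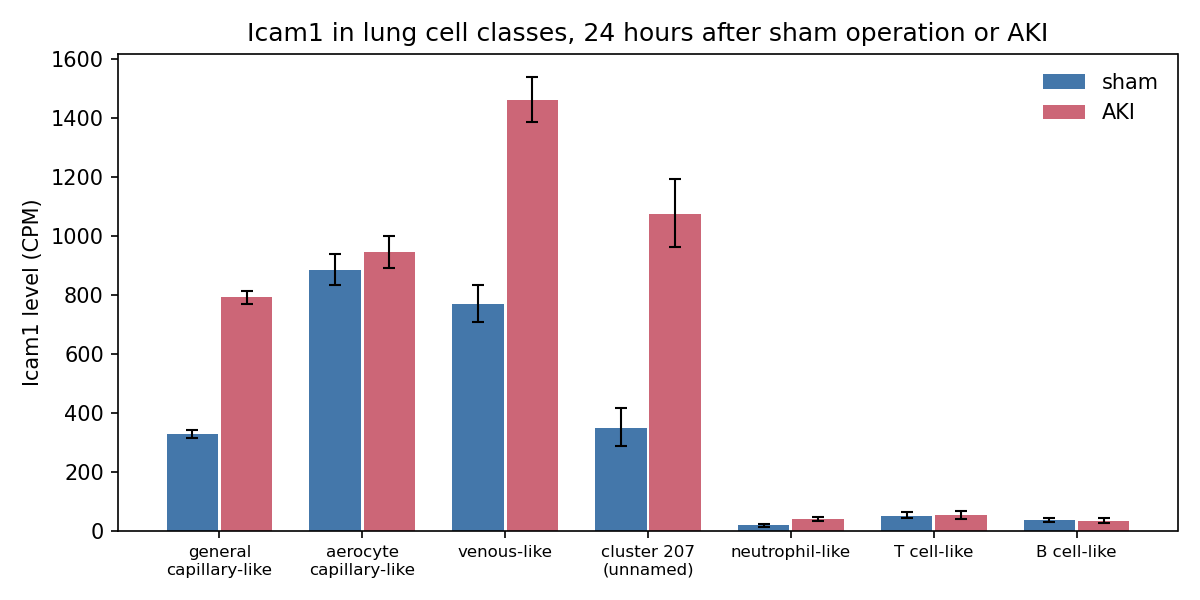
*Icam1* in lung cell classes, in CPM, 24 hours after sham operation (blue) or AKI (red). Bars are levels in 1 library per condition and error bars are 95% intervals of counting error. General capillary-like and venous-like cells and cluster 207 are higher after AKI, whereas the intervals of aerocyte capillary-like cells overlap.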

Supporting the potential involvement of these integrins, in an analysis of scRNA-Seq datasets in sham and AKI mice intercellular adhesion molecule-1 (ICAM1), a ligand for LFA-1 or Mac-1, was found upregulated in lung endothelium on day 1 after AKI (Figure 4A). Supplemental Figure 3 provides a detailed description of our analysis using our previously published dataset (6), together with additional newly generated lung scRNA-Seq data. Despite endothelial cell upregulation of ICAM1, blockade of CD18 (Figure 4B) or LFA-1 (Supplemental Figure 4) did not reduce early neutrophil recruitment into the lungs 2 hours after AKI, suggesting that neutrophil accumulation during remote lung inflammation does not follow the classical neutrophil recruitment paradigm delineated largely in models of direct tissue injury (22).

We next hypothesized that rapid neutrophil capture in lung capillaries after sterile kidney tissue injury (<1 hour, as published by us in ref. 6 and beginning already 5–10 minutes after AKI, as shown in Figure 2E) may not depend on a specific capture signal that emanates from the lung. Instead, it could depend on reported changes in cellular deformability of primed neutrophils (23) stimulated by circulating inflammatory mediators, as has been described in humans with a systemic inflammatory response due to sepsis, trauma, or direct lung injury (24, 25). This is relevant because neutrophils have to be deformable to pass through the pulmonary microcirculation, as the average capillary diameter is approximately 7.5 μm (21, 26, 27), substantially smaller than neutrophils and monocytes, which have an average diameter of 9–15 μm (21). Nondeformability of primed neutrophils is conferred by rapid changes in their cellular shape induced by cytoskeletal rearrangement with the hallmark formation of polymerized F-actin bands in sub–cell membrane regions (28). We therefore used electron microscopy (EM) to examine cell shape and the presence of F-actin bands in neutrophils after AKI as compared with sham conditions. This analysis confirmed the intravascular neutrophil accumulation seen with intravital imaging. Neutrophilic cell shape was determined by measuring and comparing the ratio of the longest short to the longest long axis. Twenty-four hours after AKI, we detected mostly empty vessel lumina (arrows) and few neutrophils (black arrowheads) in sham lungs (Figure 4C, upper images and graph). Most neutrophils had a deformable, elongated cellular shape with a smooth cellular surface and no obvious interactions with the endothelium. Mice with AKI had an increased number of neutrophils within the vasculature (black arrowheads) that exhibited a less or nondeformable, rounded shape (Figure 4C, lower images and graph). As seen during intravital imaging, EM revealed monocytes (outlined arrowhead) in close association with neutrophil trains (black arrowheads) (Figure 4C left lower image). Next, we visualized F-actin polymerization and peripheralization using phalloidin staining in circulating neutrophils isolated from sham-operated or AKI mice. Flow cytometry detected significantly increased F-actin fluorescence in neutrophils 4 hours after AKI compared with sham treatment (Figure 4D). Immunofluorescence staining revealed that 20% of circulating neutrophils isolated from sham animals had sub–cell membrane F-actin bands, whereas in AKI animals, sub–cell membrane F-actin bands were detected in 30% of neutrophils at 2 hours, 40%–50% at 4 hours (Figure 4E), and 50% on day 1 after AKI (Supplemental Figure 5). Thus, the accumulation of neutrophils in lungs after AKI was likely significantly promoted by their priming and activation through kidney injury–released circulating factors that reduced their deformability, causing their rapid capture in pulmonary capillary vessels.

### Nonclassical monocytes or alveolar macrophages do not drive lung capillary neutrophil retention after AKI.

We next aimed to elucidate which cellular cues are needed for AKI-induced lung neutrophil accumulation. In direct lung injury, neutrophil recruitment and extravasation is driven by cues derived from nonclassical monocytes (29), alveolar macrophages (30), and classical monocytes (31). *Nr4a1^–/–^* mice (32) lack nonclassical monocytes but not classical monocytes, as shown by Ly6C flow cytometry of circulating monocytes. Classical monocytes in *Nr4a1^–/–^* mice were in fact a little elevated because they could not transition into nonclassical monocytes (Figure 5A). *Nr4a1^–/–^* mice experienced kidney injury in response to bilateral IRI similar to that of the WT controls (Figure 5B) but showed no differences in lung neutrophil accumulation after AKI (Figure 5C). We next eliminated alveolar macrophages with i.t. diphtheria toxin (DTX) application in *Cd169^DTR/+^* mice (Figure 5D Experimental Scheme and Supplemental Figure 6). *Cd169^DTR/+^* mice treated with DTX showed kidney injury comparable to that in WT controls (Figure 5E), but alveolar macrophage depletion did not affect lung neutrophil accumulation after AKI (Figure 5F). Thus, nonclassical monocytes and alveolar macrophages did not play critical roles in mediating neutrophil accumulation in lungs after AKI.

### CCR2^+^ classical monocytes and CXCL2 drive lung capillary neutrophil retention.

Since classical monocytes appeared to interact with neutrophils, as shown by intravital imaging and EM in lung capillaries, we examined their role in establishing lung capillary neutrophil trains. First, we selectively depleted CCR2^+^ classical monocytes by administration of anti-CCR2 Ab (33) (Figure 6A). This Ab does not deplete circulating neutrophils (34). Anti-CCR2 Ab pretreatment depleted classical monocytes (CD11b^+^, Ly6G^–^, CCR2^+^, Ly6C^+^), but not nonclassical monocytes (CD11b^+^, Ly6G^–^, Ly6C^–^) (Figure 6B). We observed no differences in kidney injury between anti-CCR2 or control Ab–treated animals (Figure 6C). However, depletion of classical monocytes inhibited lung neutrophil and also interstitial macrophage accumulation after AKI almost completely as compared with the control (Figure 6D). These results identified classical CCR2^+^ monocytes as key upstream players in AKI-induced lung neutrophil accumulation.

To identify possible immune cell signals that recruit neutrophils, in particular emanating from classical CCR2^+^ monocytes, we performed cell-cell communication analysis with CellChat, a software platform that predicts intercellular communication networks on the basis of expression data of known ligand-receptor pairs. CellChat analysis applied to a lung scRNA-Seq dataset from sham-operated and AKI mice (Supplemental Figure 3) predicted neutrophil chemoattractant signals that may drive neutrophil train formation after AKI. The total number of predicted signaling interactions in the lung vascular niche between neutrophils, monocytes, transitional monocytes, interstitial macrophages, and endothelial cells modestly increased after AKI (~5%) (Figure 6E). 

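The gene of CXCL2, *Cxcl2* (ENSMUSG00000058427), was compared between the sham and AKI lung libraries in the classes of monocytes and macrophages, and its receptor gene *Cxcr2* (ENSMUSG00000026180) in neutrophils. Ly6C+ monocyte-like cells, the class nearest to classical monocytes, numbered 82 after sham operation and 49 after AKI, and held 391 and 251 *Cxcl2* UMIs. The level was 495 (448 to 547) CPM after sham operation and 529 (465 to 598) after AKI, and the log2 ratio of 0.09 (−0.14 to 0.33) was within counting error. Of these UMIs, 45.8% after sham operation and 63.3% after AKI lay in 5 cells. With 1 level of clusters at a resolution of 0.2, Ly6C+ and Ly6C− monocyte-like cells fell into 1 class of 297 sham and 332 AKI cells, whose log2 ratio of 1.30 is no value for Ly6C+ cells alone. The log2 ratio rose to 0.74 without the removal of doublets, 0.72 with integration of the libraries by Seurat's RPCA and 0.96 with cells named by their own score, and it was −0.28 with no upper gene limit, where the class had 127 sham and 165 AKI cells. A *Cxcl2* UMI was found in 42.7% (31.8 to 54.1) of the sham and 40.8% (27.0 to 55.8) of the AKI cells of the Ly6C+ class reported, at median depths of 9822 and 10512 UMIs. The shares at 1000 UMIs per cell were 21.5% and 22.4%, with 3 sham cells left out. In B cell-like cells, the background class, they were 5.77% and 5.94% unthinned, at median depths of 3091.5 and 3192 UMIs, and 1.73% and 2.69% thinned. Ly6C− monocyte-like cells went from 71.8 (55.4 to 91.5) to 697 (659 to 737) CPM, a log2 ratio of 3.28 (2.92 to 3.66). Of their AKI UMIs, 34.5% lay in 5 cells. The makeup of the class differed too, since cluster 902 gave 38 of 215 sham and 130 of 283 AKI cells. The UMIs of *Fn1*, highest in the Ly6C+ class among these, went from 78 to 460 in the Ly6C− class. In cluster 902, which had *Ccr2*, the marker of the paper's classical monocytes, among its leading genes at 593 and 517 CPM, *Cxcl2* went from 7 to 923 UMIs, a log2 ratio of 5.01 (3.96 to 6.33). Transitional monocytes were not named apart from these classes. Interstitial macrophage-like cells had the highest level among these classes, 3022 (2904 to 3144) and 5654 (5453 to 5859) CPM, a log2 ratio of 0.90 (0.83 to 0.98), and from 0.30 to 1.34 under the alternatives. The ratio was 1.29 (1.19 to 1.38) within their cluster 601 and 0.09 (−0.05 to 0.23) within cluster 602. Neutrophil-like cells numbered 857 and 1214, with cluster 100 as the largest part after sham operation (515 cells) and cluster 101 after AKI (662 cells). Their *Cxcr2* level was 934 (898 to 971) CPM after sham operation and 857 (827 to 887) after AKI, a log2 ratio of −0.12 (−0.20 to −0.05). Within clusters it was lower, at −0.31 (−0.43 to −0.19) in cluster 100, −0.22 (−0.34 to −0.09) in cluster 101 and −0.34 (−0.67 to −0.01) in cluster 102, apart from cluster 103 with 13 sham UMIs, at −0.09 (−0.88 to 0.83). The product of the *Cxcl2* level of a source class and the *Cxcr2* level of all neutrophil-like cells, computed in place of CellChat's score, had a log2 ratio of −0.03 (−0.27 to 0.21) for Ly6C+ monocyte-like cells, 3.16 (2.82 to 3.55) for Ly6C− monocyte-like cells and 0.78 (0.67 to 0.89) for interstitial macrophage-like cells. Over the 9 ligand and receptor pairs of Fig. 6F, the product was higher after AKI for 5 of the 8 pairs with a value from Ly6C+ monocyte-like cells, 7 of 9 from Ly6C− monocyte-like cells and 8 of 9 from interstitial macrophage-like cells. The interval lay above 0 for 3, 6 and 6 pairs, in the same order. With CellChat's trimean in place of the mean, 2, 3 and 2 pairs were higher, counted only among pairs with a product above 0 in both libraries. From Ly6C− monocyte-like cells the trimean product of *Cxcl2* and *Cxcr2* rose from 0 to 0.58. Those of *Fn1* and *Icam1* with their receptors rose from 0 to 0.32 and 0.22, and that of *Mif* fell from 0.21 to 0.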

Cell-cell communication analysis comparing the sham control with AKI predicted a strong relevance of classical monocyte-to-neutrophil signaling after AKI via action of the neutrophil chemoattractant CXCL2 on the CXCR2 receptor expressed in neutrophils (Figure 6F). It also predicted that CXCL2 produced by neutrophils acts on neutrophils themselves in an autocrine loop. 

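Neutrophil-like cells of the lung held 27304 *Cxcl2* UMIs after sham operation and 53991 after AKI. The level rose from 9966 (9848 to 10085) to 14976 (14850.2 to 15103) CPM, a log2 ratio of 0.59 (0.57 to 0.61). The makeup of the class changed too, and the log2 ratio was 0.14 (0.11 to 0.18) within cluster 100, the largest after sham operation, 0.33 (0.30 to 0.36) within cluster 101, the largest after AKI, 0.62 (0.53 to 0.71) within cluster 102 and 0.81 (0.57 to 1.06) within cluster 103, which had 5 sham cells. The share of these cells with a *Cxcl2* UMI was near its ceiling in both libraries, 95.9% (94.4 to 97.1) and 95.4% (94.1 to 96.5), and gives no comparison. Median-of-ratios scaling shifted all log2 ratios of neutrophil-like cells downward by 0.20 and left 0.39 for *Cxcl2*. The product of the *Cxcl2* and *Cxcr2* levels within neutrophil-like cells had a log2 ratio of 0.46 (0.38 to 0.54), but 0.0678 (−0.01 to 0.15) under this scaling and 0.0675 with CellChat's trimean in place of the mean. With the mean, 6 of the 9 pairs of Fig. 6F were higher after AKI with neutrophil-like cells as the source. The interval lay above 0 for 3 of them, and with the trimean 2 pairs were higher. In T cell-like cells, whose *Cxcl2* UMIs were near the level of free RNA, the log2 ratio was 0.32 (−0.56 to 1.18), and in B cell-like cells it was −0.80 (−1.34 to −0.28), with 58.1% of their sham UMIs in 5 cells. The stress and immediate-early list had a median of 0.13 in neutrophil-like cells, with 10 of 16 genes higher and 74.1% of random lists lower. From the CellChat comparison of sham with AKI, which was not repeated here, the paper proposes that classical monocytes and, in a loop, neutrophils signal to neutrophils through CXCL2 and CXCR2.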

Injection of a CXCL2-neutralizing Ab into AKI animals as compared with the IgG control significantly suppressed neutrophil train formation in the lungs (Figure 6G). These data suggest that CXCL2 released intravascularly by CCR2^+^ classical monocytes established a critical CXCL2 gradient within lung capillary vessels that was required to form neutrophil trains by attracting neutrophils to monocytes. This was further supported by our intravital imaging findings at very early time points after AKI (Figure 2E).

### Comparative analysis of lung scRNA-Seq data reveals that remote lung injury as compared with direct lung injury lacks alveolar macrophage activation and their release of neutrophil chemoattractants.

To discern differences between direct and remote lung inflammation after AKI that may explain neutrophil extravasation and transmigration into alveoli in the former but not in the latter, we performed comparative scRNA-Seq analysis of the transcriptomic landscape of lungs from control and syngeneic lung transplants, representing a model of direct lung injury (warm IRI) with high neutrophil extravasation and transmigration into alveoli (35), and of lungs from sham-operated or AKI-treated animals, notably lacking extravasation and transmigration into alveoli (Figure 1). We scaled, standardized, and integrated scRNA-Seq data from mouse control lungs and syngeneic lung transplants 2 hours after transplantation (36), together with our aforementioned lung scRNA-Seq dataset from sham-treated and AKI mice. 

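The sham and AKI lung libraries held 17678 barcodes together. Of these, 15175 passed the limits on genes and mitochondrial UMIs and 14100 remained after the removal of doublets. The control and transplanted lungs added by the paper are not among the deposited files of this dataset, and no cell of theirs was analyzed here.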

After excluding doublets and cells with low-quality expression data, 73,814 lung cells underwent clustering using Seurat, version 4 (37).

When comparing scRNA-Seq data of direct lung injury with data of AKI-induced remote lung inflammation relative to respective controls, we found that neutrophils in remote lung inflammation (exclusively intravascular) compared with neutrophils in direct lung inflammation (mostly extravasated) showed much higher innate immune signaling with upregulation of *Myd88*, a downstream effector of signaling via TLRs in response to damage-associated molecular patterns (DAMPs) (38), and of *IL1b*, a major effector of early type 1 immune responses (39). In contrast, alveolar macrophages in direct, but not in remote, lung inflammation showed substantial activation of innate immune signaling, again with *Myd88* and *Il1b* upregulation, and strong expression of the neutrophil chemoattractant CXCL2 (Figure 7A). 

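The deposited files cover the remote part of this comparison only, AKI against sham. In neutrophil-like cells, *Myd88* (ENSMUSG00000032508) had 477 UMIs after sham operation and 581 after AKI. The level was 174 (159 to 190.5) CPM and 161 (148 to 175), and the log2 ratio of −0.11 (−0.29 to 0.07) was within counting error. It was −0.37 (−0.66 to −0.09) within cluster 100, −0.16 (−0.44 to 0.12) within cluster 101, −0.25 (−1.27 to 0.76) within cluster 102 and −1.84 (−2.88 to −0.59) within cluster 103, which had 8 sham UMIs. The share of cells with a *Myd88* UMI was 38.2% (34.9 to 41.5) and 35.6% (32.9 to 38.4), or 14.8% and 15.5% at 1000 UMIs per cell, with 35 sham and 60 AKI cells left out. Most cell types use this gene, and no class was set beside it as background. *Il1b* (ENSMUSG00000027398) rose in the same cells from 7037 (6938 to 7137) to 9226 (9127 to 9325) CPM, a log2 ratio of 0.39 (0.36 to 0.42). The makeup of the class changed too, and the ratio was −0.29 (−0.34 to −0.25) within cluster 100, the largest after sham operation, 0.27 (0.24 to 0.31) within cluster 101, the largest after AKI, 0.44 (0.33 to 0.56) within cluster 102 and 0.02 (−0.27 to 0.33) within cluster 103. It was detected in 98.0% of the sham and 96.5% of the AKI cells, too close to its ceiling to compare, against 4.23% and 6.34% of B cell-like cells. Under median-of-ratios scaling the log2 ratio was −0.31 for *Myd88* and 0.19 for *Il1b*.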

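Alveolar macrophage-like cells numbered 238 in the sham library and 133 in the AKI library, at median depths of 5518.5 and 5840 UMIs. Their *Myd88* UMIs were 81 and 58, or 60.1 (47.7 to 74.6) and 74.1 (56.2 to 95.7) CPM, a log2 ratio of 0.30 (−0.21 to 0.81) that was within counting error. *Il1b* had 76 UMIs after sham operation and 162 after AKI. The level was 56.3 (44.4 to 70.5) and 206.9 (176 to 241) CPM, a log2 ratio of 1.88 (1.47 to 2.29), and 5 cells held 71.1% and 70.4% of these UMIs. The share of cells with an *Il1b* UMI was 9.24% (5.88 to 13.7) and 21.8% (15.1 to 29.8), or 3.90% and 10.0% at 1000 UMIs per cell. Thinned in the same way, T cell-like cells had 1.58% and 2.76%, at unthinned median depths of 4770.5 and 4009 UMIs. *Cxcl2* had 154 UMIs after sham operation and 863 after AKI, or 114 (96.9 to 134) and 1102 (1029.7 to 1178) CPM, a log2 ratio of 3.27 (3.02 to 3.53). In 5 cells lay 69.5% of the sham and 35.8% of the AKI UMIs. A *Cxcl2* UMI was found in 14.7% (10.5 to 19.9) of the sham and 36.8% (28.6 to 45.6) of the AKI cells, and in 6.06% and 26.9% after thinning, with 7 and 3 cells left out. Free RNA of neutrophils, estimated from *S100a8* and *S100a9* in the same cells, would bring 20.4 and 20.9 CPM of *Cxcl2*. With the limits of 200 to 3200 read as UMIs per cell, which left 47 sham and 51 AKI alveolar macrophage-like cells, the log2 ratio of *Cxcl2* was 0.16 and that of *Myd88* −1.61.

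**Figure D2:**
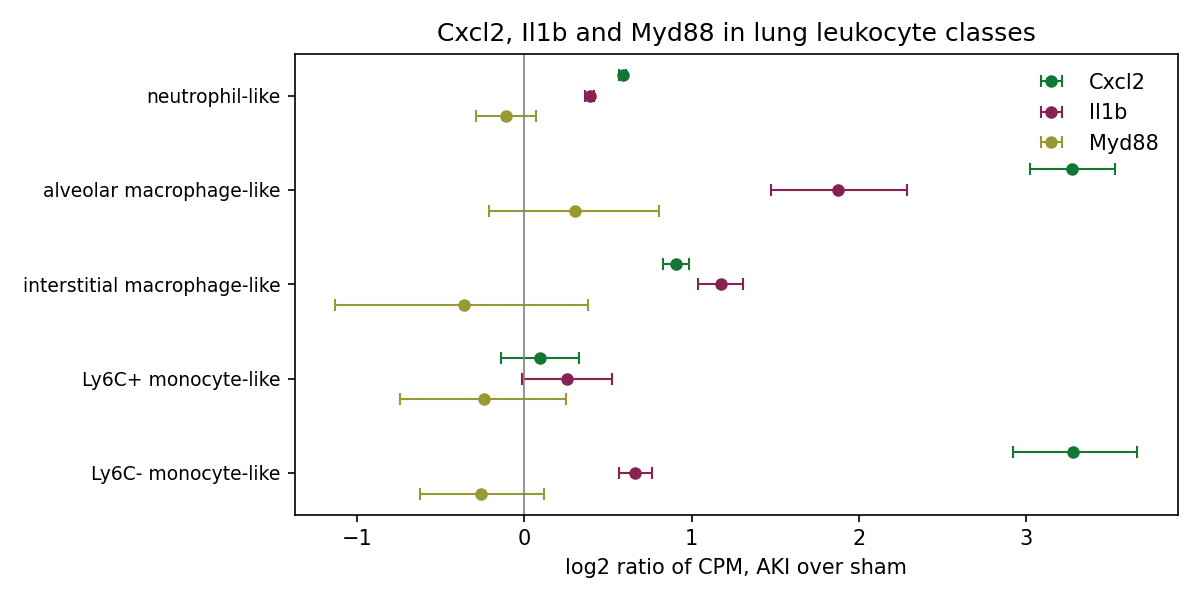
Log2 ratios of AKI to sham for *Cxcl2* (green), *Il1b* (purple) and *Myd88* (olive) in lung leukocyte classes, from CPM in 1 library per condition. Points are ratios, error bars are 95% intervals of counting error and the vertical line marks 0. The intervals of *Myd88* include 0 in the 5 classes shown, and those of *Cxcl2* and *Il1b* exclude it in all but Ly6C+ monocyte-like cells.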

Consistent with this, analysis of differentially expressed genes (DEGs) showed that alveolar macrophages had less leukocyte activation and cytokine signaling after AKI compared with direct lung injury (Figure 7B). A comprehensive comparison of monocyte/macrophage populations in direct and remote lung inflammation also highlighted the lack of alveolar macrophage activation after AKI, whereas other cell types (interstitial macrophages and Ly6C^−^ and Ly6C^+^ monocytes) exhibited comparable or even more intense transcriptomic inflammatory signatures after AKI than after direct lung injury (Supplemental Figure 7). 

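For a list of 40 inflammatory genes, the median log2 ratio of AKI to sham was taken over the genes with at least 20 UMIs in the class over both libraries. In alveolar macrophage-like cells it was 0.69 (0.56 to 0.99), with 24 of 28 genes higher after AKI. Interstitial macrophage-like cells had a median of 0.72 (0.44 to 0.85), Ly6C− monocyte-like cells 0.62 (0.55 to 0.85) and Ly6C+ monocyte-like cells 0.13 (0.03 to 0.27). Random lists of the same size, matched on expression, gave a lower median than this list in 95.2% of draws in Ly6C+ monocyte-like cells and in all 10000 draws in the other 3 classes. In B cell-like cells the median was −0.10 (−0.26 to 0.02) and in T cell-like cells 0.11 (−0.01 to 0.34). The largest rises in alveolar macrophage-like cells were those of *Cxcl1*, with 2 and 51 UMIs, the latter in 12 cells of which 5 held 72.5%, *Tnf*, with a log2 ratio of 4.09, and *Cxcl2*. *Cebpb*, which led the list in interstitial macrophage-like and Ly6C+ monocyte-like cells with log2 ratios of 3.13 and 2.94, rose by 3.03 in B cell-like and 3.55 in T cell-like cells too. From its comparison of remote with direct injury, for which the transplant libraries are not among the files, the paper concludes that alveolar macrophages were not activated after AKI and that the other monocyte and macrophage types carried an inflammatory signature.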

CXCL2 production by alveolar macrophages could establish a CXCL2 gradient directed toward the alveolus that may have been responsible for the observed neutrophil extravasation and transmigration into alveoli in direct lung injury. Furthermore, our analysis suggests that this alveolar macrophage-derived extravasation signal was missing in AKI-induced remote lung inflammation. To assess whether neutrophils are, in principle, able to extravasate during AKI-induced remote lung inflammation, we instilled CXCL2 i.t. just after sham or AKI. In comparison with vehicle control a one-time instillation of CXCL2 into the alveolus right after AKI significantly increased the rate of neutrophil extravasation by over 20-fold at 24 hours (0.41% to 11%) (Figure 7C). Alveolar CXCL2 was able to induce extravasation of comparably more intravascular neutrophils in sham mice than in AKI mice (Supplemental Figure 8), indicating that neutrophil stiffness, which was more prominent in AKI neutrophils (Figure 4), at least partially contributed to the neutrophil intravascular retention phenotype. These findings suggest that the absence of alveolar macrophage activation and the lack of a neutrophil chemoattractant gradient into the alveolus probably contributed to the relative lack of neutrophil extravasation after AKI. A summary of our findings is shown in Figure 8.

## Discussion

Our work reveals that lung neutrophil recruitment after sterile kidney tissue injury as compared with direct lung injury required different cellular cues, localized almost exclusively to the intravascular compartment, and was mechanistically linked to the development of hypoxemia by causing a lung capillary perfusion defect, rather than by affecting alveolar function and ventilation.

A role of monocytes and alveolar macrophages in lung neutrophil recruitment and their extravasation different from sterile AKI has been demonstrated in direct lung injury after bacterial challenge and during lung IRI, a process inherent to pulmonary transplantation (35). Here, intravascular lung nonclassical monocytes were activated by lung tissue injury–released DAMPs and drove neutrophil accumulation in lung vessels by production of the neutrophil chemoattractants CXCL1 and CXCL2 (19, 29). At the same time, nonclassical monocytes produced IL-1β, which activates tissue-resident alveolar macrophages to produce the monocyte chemoattractant CCL2. CCL2 recruits CCR2^+^ classical monocytes into lung vessels, a requirement for the observed massive neutrophil extravasation into lung tissue and alveoli during direct injury (30; reviewed in ref. 40). In contrast, our results show that nonclassical monocytes and alveolar macrophages were dispensable for AKI-induced remote lung neutrophil accumulation. Alveolar macrophages did not show activation of innate immune signaling pathways during AKI, as opposed to direct lung injury, suggesting that AKI-induced innate immune–activating signals from the circulation were unable or not strong enough to reach alveolar macrophages. However, alveolar macrophages do play a role in sepsis-induced remote lung inflammation, another form of indirect lung injury. In sepsis from extrapulmonary infections, alveolar macrophages become activated and drive significant neutrophil extravasation into the alveolar space (41). Such alveolar neutrophil extravasation is in fact also observed in septic patients with ARDS (septic ARDS) (42; reviewed in ref. 43), suggesting that sepsis induces additional signals that reach and activate alveolar macrophages or that during sepsis, intravascular inflammatory and innate immune–activating signals are more pronounced than during AKI. Mimicking a neutrophil chemoattractant signal emanating from the alveolus, i.t. instillation of the neutrophil chemoattractant CXCL2 induced extravasation of neutrophils after AKI, and even better after sham surgery. This shows that the nondeformability of neutrophils did not principally interfere with extravasation, but that better deformability, as seen in sham procedure neutrophils, enhanced extravasation in the presence of an alveolar chemoattractant signal. Thus, neutrophils had the capacity to extravasate after AKI but lacked the alveolar signals to do so. CCR2^+^ monocytes are drivers of neutrophil extravasation into injured tissues not only in direct lung injury (31), but also, for example, during arthritis, as shown with intravital imaging (34). We can only speculate why CCR2^+^ monocytes do not have this function in remote lung inflammation. Perhaps alveolar macrophage activation is necessary, in addition to CCR2^+^ monocyte activation, to mediate neutrophil extravasation, as is observed in direct lung injury.

We and others have previously reported on the lack of neutrophil transmigration into alveoli up to 24 hours after AKI, based on bronchoalveolar lavage analysis in mice (6, 44). This suggested that neutrophils may not extravasate and/or transmigrate through the pulmonary epithelial barrier during remote lung inflammation, in mice or humans. Enhanced neutrophil accumulation in lung vessels 24 hours after AKI in mice has been observed, but lung tissue validation was limited, and its physiological significance was not studied (9). The normal lung circulation is unique, in that it contains marginated intravascular neutrophils and also classical and nonclassical monocytes, which together form an immune niche poised to rapidly respond to various immune challenges, in particular invasion of pathogens (45). The entire cardiac output passes through the lungs, such that during dissemination of infection via the bloodstream pathogens have to pass through the lungs. Like sepsis, AKI induces a systemic inflammatory response syndrome (SIRS) involving many of the same circulating proinflammatory mediators and also an increase in circulating neutrophils and monocytes (7). Pathogens in the bloodstream induce the formation of sizable intravascular neutrophil swarms in larger-caliber lung vessels that facilitate pathogen capture and clearance and serve as an important evolutionarily conserved defense mechanism against sepsis (46). Using intravital lung imaging, we show that AKI induced a different form of intravascular neutrophil accumulation, namely intravascular neutrophil retention in neutrophil trains. Lung neutrophil trains impeded blood flow in alveolar capillaries, sites where an intact circulation is required for oxygen exchange. Our work reveals that capillary neutrophil trains were able to reduce capillary blood flow to a degree that rapidly affected oxygenation after AKI (within 2–6 hours), even without marked interstitial or alveolar edema and alveolar exudates. Based on our previous observation that lung neutrophil accumulation reaches a plateau 12–24 hours after AKI (6), neutrophil train formation and lung capillary flow impediment likely progressed significantly after the 2-hour intravital imaging time point we obtained (Figure 2A) but became critical for oxygenation somewhere between 2 and 6 hours after AKI. A possible correlate of reduced capillary blood flow, AKI-induced RBC “rouleaux” formation in lung vessels has been reported previously, but its effects on blood flow or physiological outcomes was not determined (47). We speculate that lung capillary intravascular neutrophil train formation and slowed lung capillary blood flow after sterile kidney tissue injury represent an adaptive reaction that may serve to sequester activated immune cells and circulating cytokines in the lung, protecting the organism from their overt systemic action, but at the expense of causing blood oxygenation deficits that may result in hypoxemia (maladaptive consequence). Extensive sepsis-induced neutrophil swarms can indeed also negatively affect oxygenation (48). Widespread medium-to-large vessel arterial and venous thrombosis containing neutrophil macroaggregates has been described after gut ischemia in mice and also in patients with severe ARDS (49).

We show that rapid lung neutrophil capture after AKI was enhanced by an induced reduction in neutrophil deformability. Changes in neutrophil deformability (23) and lung retention lasting more than 40 minutes have been observed in humans following the injection of ex vivo primed neutrophils (50), and changes in flow and adhesive properties (“stiffening”) of circulating immune cells have also been documented in humans with trauma (24), ARDS (51), cardiac tissue injury (52), or sepsis (53, 54). Canonical steps of neutrophil recruitment that mediate crawling and arrest, such as LFA-1/ICAM1 or Mac-1/ICAM1 neutrophil–endothelial cell interactions, are not required in remote lung inflammation. This is not unprecedented, as neutrophil recruitment is strongly context dependent (46) and does not always involve integrin activation, and noncanonical pathways involved in neutrophil recruitment have been described in different tissues (55).

In several contexts, leukotriene B-4 (LTB-4) is required for the initiation of intravascular neutrophil swarming and clustering behavior (reviewed in ref. 46), in particular in fungal sepsis (48). However, we did not find any significant expression of LTB-4 receptors in lung cells after sterile kidney tissue injury. Instead, our model shows the involvement of the neutrophil chemoattractant CXCL2 released by classical monocytes as the signal that assembles captured neutrophils into trains in the lung early after AKI. 

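*Ltb4r1* (ENSMUSG00000046908) and *Ltb4r2* (ENSMUSG00000040432) encode the receptors of LTB-4. In neutrophil-like cells of the lung, *Ltb4r1* had 445 UMIs after sham operation and 406 after AKI. The level was 162 (148 to 178) CPM and 113 (102 to 124), a log2 ratio of −0.53 (−0.73 to −0.33). An *Ltb4r1* UMI was found in 33.7% (30.6 to 37.0) of the sham and 24.0% (21.6 to 26.5) of the AKI neutrophil-like cells, and in 13.7% and 10.5% at 1000 UMIs per cell. In B cell-like cells, the background class, the unthinned shares were 0.103% and 0.198%, and in T cell-like cells 14.7% and 14.4%. Ly6C+ monocyte-like cells had 147 (121 to 176) and 225 (185 to 272) CPM, and Ly6C− monocyte-like cells 91.6 (73.0 to 114) and 159 (141 to 178). Vascular endothelial-like cells had 13 and 4 *Ltb4r1* UMIs in all. *Ltb4r2* had 0 UMIs in neutrophil-like cells after sham operation and 1 after AKI, and 1 and 0 in vascular endothelial-like cells. The count of 0 allows up to 1.09 CPM in sham neutrophil-like cells.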

At later time points, as our lung cell-cell communication analysis on day 1 after AKI suggests, neutrophils produce CXCL2 themselves, likely contributing to increased train length and their retention in the lung. CXCL2 has not been directly linked to lung neutrophil recruitment after AKI, but mice globally deficient in the CXCL1/2 receptor CXCR2 show reduced remote lung neutrophil recruitment after AKI (56), supporting our data. Other source cells and lung neutrophil chemoattractants in AKI-induced remote lung inflammation have been identified. For example, neutrophil accumulation has also been linked to AKI-induced CXCL1 produced by lung endothelial cells. Inhibition of IL-6 in WT mice reduced remote lung inflammation, lung CXCL1 expression, and lung neutrophil accumulation after AKI (10). IL-6 injection into IL-6–deficient mice with AKI induces lung CXCL1 expression and lung neutrophil accumulation; CXCL1-neutralizing Ab or CXCR2 global KO confers protection (56). Lung CXCL1 protein colocalizes with endothelial cell markers in lung tissue, suggesting that CXCL1 may be produced by endothelial cells after AKI (56). Lung neutrophil recruitment driven by endothelial CXCL1 may act in concert with the CXCL2 mechanism described in the present work. However, our scRNA-Seq analysis 24 hours after AKI compared with sham controls did not reveal significant CXCL1/2 expression in lung endothelial cells (6).

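In vascular endothelial-like cells of the lung, *Cxcl1* (ENSMUSG00000029380) had 29 UMIs after sham operation and 4 after AKI, or 3.21 (2.15 to 4.61) and 0.491 (0.134 to 1.26) CPM, a log2 ratio of −2.71 (−4.68 to −1.20). A *Cxcl1* UMI was found in 0.461% and 0.0938% of these cells, against 0.206% and 0% of B cell-like cells, and 5 cells held 75.9% of the sham UMIs. *Cxcl2* had 138 and 277 UMIs in the vascular cells, or 15.3 (12.8 to 18.0) and 34.0 (30.1 to 38.2) CPM, a log2 ratio of 1.15 (0.85 to 1.46). The share of cells with a *Cxcl2* UMI was 4.80% (4.01 to 5.69) and 10.2% (8.92 to 11.5), and 1.70% and 3.51% at 1000 UMIs per cell, near the shares of T cell-like cells thinned alike (2.11% and 2.76%). The level that free RNA of neutrophils would bring, from *S100a8* and *S100a9* UMIs in the vascular cells, was 13.7 CPM of *Cxcl2* after sham operation and 26.3 after AKI. Without the removal of doublets the log2 ratio of *Cxcl2* in this class was 2.39.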

While lung edema can occur after AKI due to volume overload with left ventricular failure in the setting of oliguria (cardiogenic edema), patients with AKI with respiratory compromise frequently do not show signs of volume overload such as elevated pulmonary artery wedge pressure on cardiac catheterization (57, 58), and also do not significantly improve after volume removal using dialysis (12, 59). Instead, noncardiogenic lung edema driven by endothelial injury in response to AKI-released circulating inflammatory factors resulting in endothelial leak with interstitial and alveolar edema has been proposed as the dominant mechanism of AKI-induced hypoxemia. Interstitial wall thickness increases, and alveolar edema would interfere with ventilation and oxygenation by increasing the distance between the ventilated space and RBCs traveling in capillaries (reviewed in refs. 4, 5, 16). Our findings provide an alternative, or at least additional, explanation for respiratory failure in the context of AKI that does not improve with fluid removal, whether AKI occurs in isolation or as part of existing respiratory failure from primary or secondary causes (such as COVID-19, bacterial pneumonia, sepsis, or trauma). The lack of substantial interstitial/alveolar edema and of inflammatory alveolar exudates after AKI likely explains why such patients frequently show only subtle changes on their chest radiographs that cannot explain the observed degree of hypoxemia. Strategies to detect and prevent remote lung inflammation and capillary neutrophil train formation may represent therapeutic avenues to diminish or prevent AKI-induced respiratory complications in the clinic. Since the observed lung effects develop rapidly and AKI is often detected late in the clinic, how neutrophil trains can be detected, deprimed, dissolved, and released from the lungs appear particularly important points to address in future research in critically ill patients with AKI.

## Methods

### Sex as a biological variable.

Our study used male C57BL/6 mice because female mice exhibit high resistance to ischemic injury, have high mortality, and show large variability in the measurements used in this study. However, we have also observed the kidney-lung phenotype we describe here in female mice. We thus expect the findings in male mice presented here to be relevant for both sexes.

### Animal experiments.

Eight- to 12-week-old male C57BL/6 (strain 000664) and NR4A1-KO (strain 006187) mice were purchased from The Jackson Laboratory and kept on a 12-hour light/12-hour dark cycle with liberal access to water and a standard chow diet. In our AKI model, 20 minutes of bilateral IRI was introduced at 37°C using the flank approach as previously described (6). Sham operation was performed using the same surgical procedure without clamping the renal hilum with surgical clips. In select experiments, following intubation with a 20 gauge catheter, 0.01 μg/g LPS derived from *Pseudomonas aeruginosa* (MilliporeSigma, L8643) or 0.01 μg/g mouse CXCL2 (R&D Systems, 452-M2-010) dissolved in 50 μL sterile saline was i.t. instilled. For the neutrophil depletion experiment, mice were treated with 400 μg anti-Ly6G Ab (Bio X Cell, BE0075) or the same amount of rat IgG isotype control Ab 24 hours before and immediately before AKI surgery. For CCR2^+^ monocyte depletion, C57BL/6 mice were injected with anti-CCR2 Ab (MS-21) at 20 μg per day for 4 consecutive days (33, 60) prior to IR injury. For CD18 and CXCL2 inhibition, 200 μg anti-CD18 (Bio X Cell, BE0009) and 100 μg anti-CXCL2 mAb (Invitrogen, Thermo Fisher Scientific, MA5-23737) were injected, respectively (half the dose i.p. 1 hour prior to ischemia and the other half i.v. at reperfusion). The control animals were treated with the same dosage of rat IgG isotype (Invitrogen, Thermo Fisher Scientific, 10700). The organs were harvested 2–24 hours after IR injury, as specified in each experiment. In the blood gas measurement experiment, mice were intubated following injections of ketamine (90 μg/g) and xylazine (10 μg/g) and then mechanically ventilated with 100% O_2_. Arterial blood samples were directly collected from the ascending aorta using a syringe with a 30 gauge needle under a surgical microscope. These samples were analyzed within 1 minute using the i-STAT portable blood gas analyzer system (Abbott).

### Single-cell preparation from mouse lung.

Twenty-four hours after sham or AKI surgery, mice were euthanized and perfused with 20 mL ice-cold PBS from the left and right ventricles to remove remaining blood in the lung vasculatures. Perfused lung tissue was immediately dissected and chopped into pieces smaller than 1 mm^3^ by scalpels and razors. For single-cell preparation, samples were incubated for 60 minutes at 37°C with gentle shaking in RPMI media supplemented with 50 mg/mL Liberase TL (Roche, 5401020001), 40 U/mL DNAse I (MilliporeSigma, D4527), and 0.75 mg/mL hyaluronidase (MilliporeSigma, H3506). At the end of incubation, each sample was filtered twice, once through a 70 mm and once through a 40 mm strainer. RBCs in the samples were removed by ACK lysing buffer (Quality Biological, 118156101). Single-cell suspensions were then washed and resuspended in FACS buffer (PBS, 0.5% BSA, 2 mM EDTA, 0.01% NaN_3_)and used for scRNA-Seq and/or flow cytometric analysis.

### scRNA-Seq and data analysis.

scRNA-Seq analysis was conducted on lung and kidney samples from sham-treated and AKI mice as previously described (6). 

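Kidney cells were profiled in the same way as lung cells, with 1 library of pooled mice after sham operation and 1 after AKI, 24 hours after the operation. The sham library held 37262960 UMIs in 8300 barcodes, with a median of 3498.5 per barcode, and the AKI library 52048296 UMIs in 8693 barcodes, with a median of 4505. The limits on genes and mitochondrial UMIs left 6547 and 7338 barcodes. After the removal of 435 and 510 cells with the highest doublet scores, 6112 and 6828 cells were clustered together, and 549 sham and 2875 AKI cells, 42.1% of the latter, were given no class. Of 7 genes of tubular injury, *Havcr1* had 0 UMIs in the 298 proximal tubule-like cells after sham operation, which allows up to 2.23 CPM, and 234 in the 185 after AKI, or 323 (283 to 367) CPM, at least 145-fold higher. A *Havcr1* UMI was found in 30.3% (23.7 to 37.4) of the AKI cells, at a median depth of 3224 UMIs, against 2.12% of the T cell-like cells of that library at 2713. *Krt20* went from 1 UMI to 468 and *Lcn2* from 1 to 132. Over the 7 genes, with those at 0 UMIs after sham operation set to the limit of 3 counts, the median log2 ratio was 3.78 (3.70 to 5.92). The makeup of the class differed, since cluster 1003 held 165 of its 185 AKI cells and 0 sham cells. Background differed between the libraries. In T cell-like cells, an *Lcn2* UMI was found in 0.717% after sham operation and 29.1% after AKI, and *Clu* in 3.58% and 27.0%, shares like those of the proximal tubule-like cells after AKI (25.4% and 23.2%).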

Briefly, a total of 6 samples were pooled for each group, and live cells were sorted using propidium iodide staining with a FACSAria III (BD Biosciences) flow cytometer. cDNA libraries were prepared using the Chromium Single Cell 5′ Library Kit, version 2 (10X Genomics) following the manufacturer’s instructions. The amplified full-length cDNA libraries were then submitted to the Genome Technology Access Center of Washington University for sequencing, with a sequencing depth of 50,000 reads. All subsequent data processing steps were performed using R software, version 4.1.0, with Seurat, version 4 (37). Expression matrices for each sample were imported into R as Seurat objects. Quality control was initially performed by retaining cells with gene expression counts ranging from 200 to 3,200. Cells with more than 10% mitochondrial genes and genes not expressed in at least 3 cells were excluded. After these quality control steps, the SCTransform and Harmony functions were applied for normalization, scaling, variance stabilization, and integration of the datasets (61, 62). After quality control and integration, clustering was done by applying a K-nearest neighbor graph with a resolution of 0.2 on the result of principal component analysis (PCA). Clustering was visualized using uniform manifold approximation and projection (UMAP). To assign cluster identities, a list of lung and kidney cell types and their currently established markers was first compiled (63, 64), and manual annotation was performed using those markers and additional genes with differential expression between clusters identified by the FindAllMarkers() function of Seurat. The expression levels of genes of interest in each cluster were visualized using the plot1cell package (65). Cell-cell communication analysis within the scRNA-Seq datasets was performed using CellChat (66). The functional properties of statistically significant DEGs (*P <* 0.05) were then investigated by gene ontology (GO) term analysis using Metascape (67) and MSigDB Hallmark 2020 Pathway analysis with Enrichr (68).

### Flow cytometric analysis.

Single-cell suspensions were stained with LIVE/DEAD Aqua cell dye (Invitrogen, Thermo Fisher Scientific, L34965, dilution 1:200) for 30 minutes. After washing with PBS, FcR blocking with anti–mouse CD16/32 Ab (BioLegend, 101302, 1:100) was performed for 15 minutes in FACS buffer, followed by a 30-minute incubation with the following diluted Abs: BV605 anti–mouse CD45 (BioLegend, 103139, 1:200); BV421 anti–mouse Ly6G (BioLegend, 127627, 1:200); BUV395 anti–mouse CD11b (BD Biosciences, 563553, 1:200); BV786 anti–mouse SiglecF (BD Biosciences, 740956, 1:200); FITC anti–mouse F4/80 (Invitrogen, Thermo Fisher Scientific, 11480181, 1:100); PE anti–mouse MERTK (BioLegend, 151506, 1:100); and APC anti–mouse Ly6C (BioLegend, 128016, 1:400). Unstained and single stained compensation samples were prepared from live lung or splenic cells for each FACS run. For quantification of F-actin in neutrophils, blood leukocytes were incubated with rhodamine-conjugated phalloidin (Invitrogen, Thermo Fisher Scientific, R415, 1:200) for 30 minutes at room temperature after permeabilization by 0.2% Tween 20. FACS analysis was performed on a BD Fortessa X20 with 5 lasers, and data were analyzed with FlowJo software (BD).

### In vivo neutrophil extravasation assay.

In order to distinguish intravascular from extravasated neutrophils, 10 μL APC anti–mouse Ly6G Ab (BioLegend, 127614) was i.v. injected into mice 10 minutes before sacrifice, as previously reported (17). After dissociation of lungs into single-cell suspensions, each sample was stained by another anti–mouse Ly6G Ab (BioLegend, 127627) carrying a different fluorescence (BV421). During FACS analysis, intravascular neutrophils were identified as double positive (APC^+^BV421^+^), whereas extravasated neutrophils were single positive (APC^+^BV421^−^), since they were not reached by the first Ab that had been i.v. applied.

### Intravital imaging of the lungs.

Intravital lung imaging in CCR2-GFP mice was performed using 2-photon microscopy as previously described (35). Briefly, 1.5 hours after IR or sham surgery, mice were orotracheally intubated with a 20 gauge catheter and ventilated with 1.5% isoflurane in air supplemented with 2 L/min oxygen (tidal volume: 220–250 μL, respiratory rate 250/min). To visualize neutrophils after AKI or sham treatment, blood vessels, and blood flow, 8 μL PE anti–mouse Ly6G Ab (BioLegend, 127608), 10 μL of 655 nm Q-dots (Invitrogen, Thermo Fisher Scientific, Q21021MP), and 5 μL of 1 μm fluorescence beads (Invitrogen, Thermo Fisher Scientific, F13080) were i.v. injected prior to imaging. A thoracotomy with partial removal of 4–5 left lower ribs exposed enough lung tissue for 2-photon microscope imaging. Our strategy allowed intravital lung imaging approximately 2 hours after sham treatment or AKI. The video rate was set to 300 milliseconds, and 6 random areas of the lung were recorded for at least 25 seconds per animal. The entire surgical and acquisition process was conducted on a heated pad to maintain the body temperature of the mice at 37°C. To obtain intravital images of a comparable ischemia-reperfusion–induced direct lung injury model, lung tissue with a warm ischemia duration of 45 minutes at 28°C was used and transplanted into syngeneic LysM-GFP mice. Intravital imaging was performed at the same imaging facility 2 hours after transplantation, with GFP positivity almost exclusively detected in monocytes (19).The acquired videos were analyzed using Imaris software, version 9.8.2 (Oxford Instruments).

### Histology and immunofluorescence staining.

For histological analysis, lung samples were placed inside a 20 mL syringe and inflated by creating negative pressure by pulling the syringe plunger, which was repeated several times until the lobes sank in 4% paraformaldehyde. After inflation, the lobes were fixed in 4% paraformaldehyde overnight at 4°C and then processed and embedded in paraffin. Alveolar wall thickness was examined in 4 μm sections from paraffin-embedded lung samples using a standard H&E staining kit (MilliporeSigma, HT107/HT109) as previously reported (6, 69). In short, alveolar walls in randomly selected lung regions that met the grid set by ImageJ were manually measured for wall thickness, and the average of at least 100 measurements was recorded for each sample. Immunofluorescence staining was performed on 7 μm fresh-frozen sections embedded into OCT compound (Thermo Fisher Scientific, 4585). In select experiments, 25 μL of 1 μm fluorescence microbeads (Invitrogen, Thermo Fisher Scientific, F13080) was i.v. injected into mice 10 minutes prior to sacrifice to assess stagnation in the microcirculation in the lung. Six images per lung were collected for blinded quantification by experienced laboratory members. OCT tissue cryosections were washed with PBST (0.05% Tween 20 in PBS) for 5 minutes at room temperature and permeabilized with 0.1% Triton X-100 in PBS for 5 minutes, followed by PBST washes (3 washes for 5 minutes each). After a 30-minute incubation in blocking buffer (1% BSA and 10% normal goat serum in PBS), sections were incubated with primary Abs overnight at 4°C, followed by PBST washes (3 washes for 5 minutes each), a 1-hour incubation at room temperature with secondary Abs (where appropriate), 5 minutes of exposure to Hoechst dye (Thermo Fisher Scientific, 62249), followed by PBST washes (3 washes for 5 minutes each) and application of mounting solution (2 mg/mL para-phenylenediamine). The following primary Abs were used: anti–mouse Gr-1 (FITC*-*conjugated, eBioscience, 14-5931); rabbit anti–mouse CD68 (Abcam, ab125212); rat anti–mouse CD41a (Invitrogen, Thermo Fisher Scientific, 14-0411-82); and rabbit anti–mouse fibrinogen (Abcam, ab34269). The following secondary Abs were used: Alexa Fluor 488 donkey anti–rat IgG (Invitrogen, Thermo Fisher Scientific, A21208); Alexa Fluor 594 goat anti–rabbit IgG (Thermo Fisher Scientific, A11037); and Alexa Fluor 546 donkey anti–rabbit IgG (Invitrogen, Thermo Fisher Scientific, A10040). For quantitative analysis, at least 5 representative areas that were captured with a Nikon Eclipse E800 fluorescence microscope at ×200 magnification were selected. In select experiments, F-actin in neutrophils was stained by rhodamine-conjugated phalloidin (Invitrogen, Thermo Fisher Scientific, R415) for 30 minutes at room temperature following fixation and permeabilization using 0.2% Tween 20.

### Statistics.

All results are reported as the mean ± SD. Comparison of 2 groups was performed using an unpaired, 2-tailed Student’s *t* test. Comparison of 3 or more groups was performed by 1- or 2-way ANOVA, followed by appropriate multiple-comparison tests, as indicated in the figure legends. Statistical analyses were performed using GraphPad Prism 10.1.1 for MacOS (GraphPad Software). *P* values of less than 0.05 were considered significant.

### Study approval.

All animal experiments were approved by the IACUC of the Washington University School of Medicine (protocols 19-0044 and 22-0105).

### Data availability.

The mouse scRNA-Seq datasets used in this study have been uploaded and are available in the Gene Expression Omnibus (GEO) database (GEO GSE249928, AKI-lung and GSE249242, lung transplant). All data presented in the graphs are provided in the Supporting Data Values file in the supplemental material.

## Author contributions

AH conceived and coordinated the study, and designed experiments with YK. YK designed, performed, and analyzed most of the experiments. LN, CL, and AS performed some of the animal experiments, tissue sectioning, and staining. YK, WL, and MJM performed the intravital imaging. SK performed arterial blood collection from mice under ventilation. HMS and DK provided the scRNA-Seq dataset of murine lung transplantation. AH and YK interpreted all the data, prepared the figures, and wrote the manuscript. EK, MJM, and DK critically revised the manuscript. AH and MJM provided experimental resources. AH supervised the entire project. All authors read and approved the final version of the manuscript.

## Supplementary Material

Supplemental data

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supporting data values

## Figures and Tables

**Figure 1:**
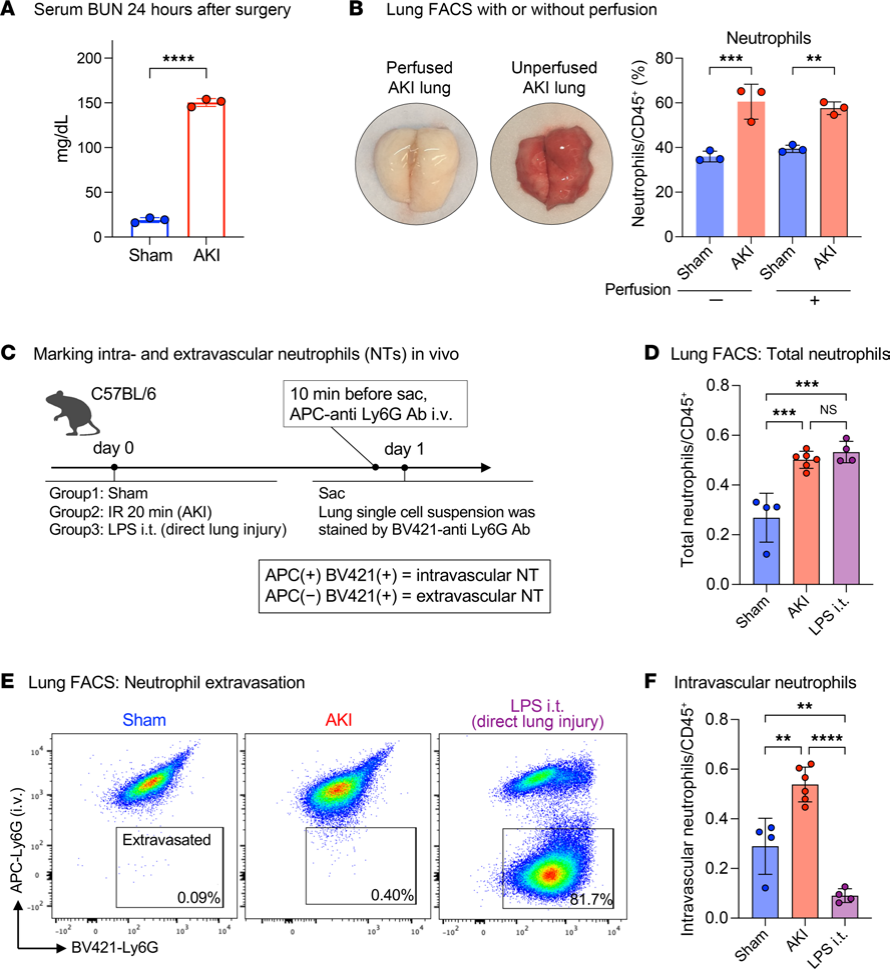
AKI induces intravascular neutrophil accumulation in the lungs. (**A**) Serum BUN levels 24 hours after sham or AKI surgery in WT mice. *n* = 3 per group. ****P < 0.0001, by unpaired, 2-tailed Student’s *t* test. (**B**) Representative image of mouse lung before and after perfusion with PBS. Total neutrophil counts in sham versus AKI lungs were quantified by flow cytometry (FACS) with or without prior lung perfusion. Neutrophils/CD45^+^ cells: nonperfused, 36.0% versus 60.5%; perfused, 39.4% versus 57.6%, in both sham versus AKI. *n* = 3 per group. **P < 0.01 and ***P < 0.001, by 2-way ANOVA with Šidák’s multiple-comparison test. (**C**) Schematic of the in vivo neutrophil extravasation assay using 2 different anti-Ly6G Abs coupled to different fluorescence labels (APC or BV421). Sac, sacrifice. (**D**) FACS quantification of lung total neutrophils after sham operation, AKI (remote lung inflammation), or i.t. LPS (direct lung injury). *n* = 4–6 per group. ***P < 0.001, by 1-way ANOVA with Tukey’s multiple-comparison test. (**E**) Identification of extravasated neutrophils by FACS. Ly6G fluorescence (APC vs. BV421) was analyzed in CD45^+^CD11b^+^Gr1^hi^ cells in sham-operated animals (left), AKI animals (middle), and animals subjected to direct lung injury by LPS i.t. (left). Single-positive (BV421^+^) cells are extravascular; double-positive cells (APC^+^BV421^+^) cells are intravascular. (**F**) FACS quantification of intravascular lung neutrophils (after PBS perfusion) for sham, AKI, or LPS i.t. *n* = 4–6 per group. **P < 0.01 and ****P < 0.0001, by 1-way ANOVA with Tukey’s multiple-comparison test. All data represent the mean ± SD.

**Figure 2:**
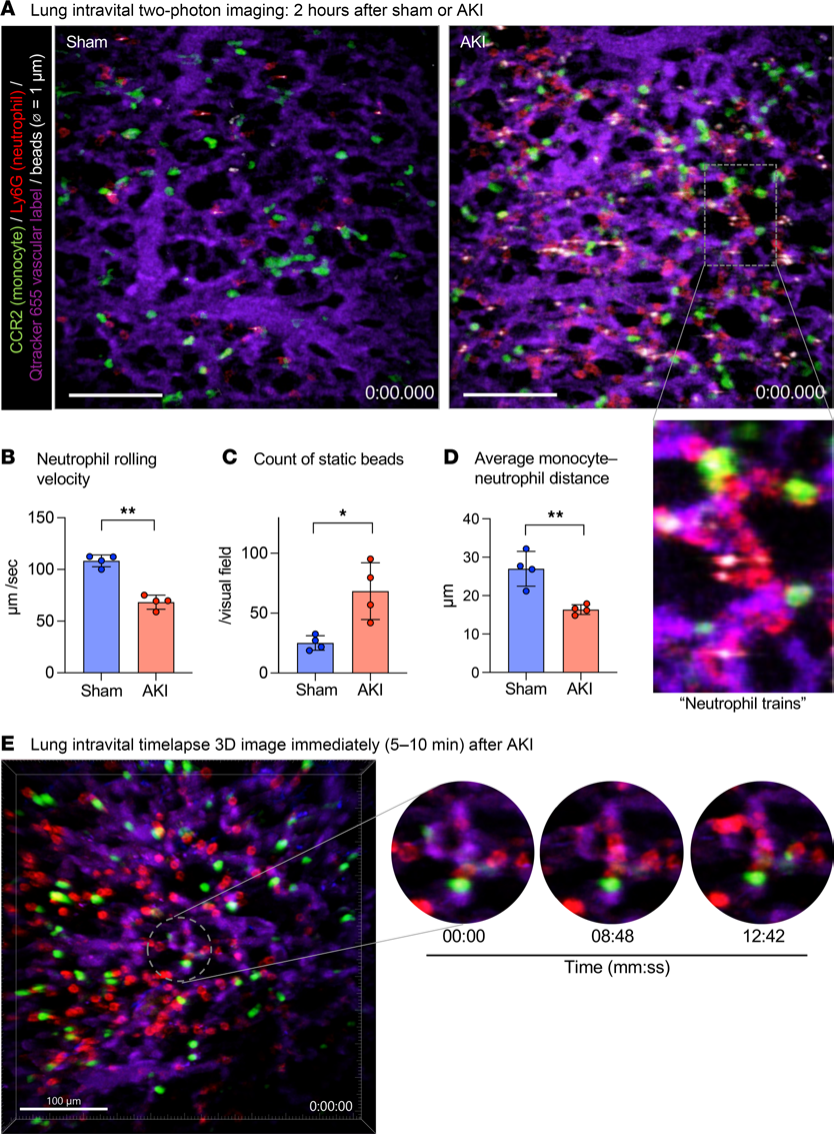
Intravascular lung capillary “neutrophil train” formation after AKI. (**A**) Intravital 2-photon imaging of sham-treated and AKI lungs 2 hours after AKI using *Ccr2^gfp/+^* mice and in vivo staining of neutrophils; CCR2^+^ monocytes (green), Ly6G^+^ neutrophils (red). Blood flow was assessed with 1 μm beads (white), and lung capillary circulation was labeled by i.v. injection of quantum dots (purple). The magnified inset image shows a neutrophil train in a lung capillary, illustrating vessel-occlusive accumulation of neutrophil trains attached to CCR2^+^ monocyte “locomotives.” Full videos are available in the supplemental materials. Scale bars: 100 μm; original magnification, x3.25 (inset). (**B**–**D**) Quantification of intravital imaging videos: speed of neutrophil rolling (**B**), the number of static beads (**C**), and the average distance between CCR2^+^ monocytes and neutrophils (**D**). *n* = 4 per group. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test. (**E**) Lung intravital time-lapse 3D image immediately after AKI (5–10 minutes). Magnified images on the right illustrate the process of neutrophil (red) train formation in the presence of a CCR2^+^ monocyte (green). Scale bar: 100μm A full time-lapse video is available as Supplemental Video 3. Scale bar: 100 μm; original magnification, x3.25 (inset). All data represent the mean ± SD (**B**–**E**).

**Figure 3:**
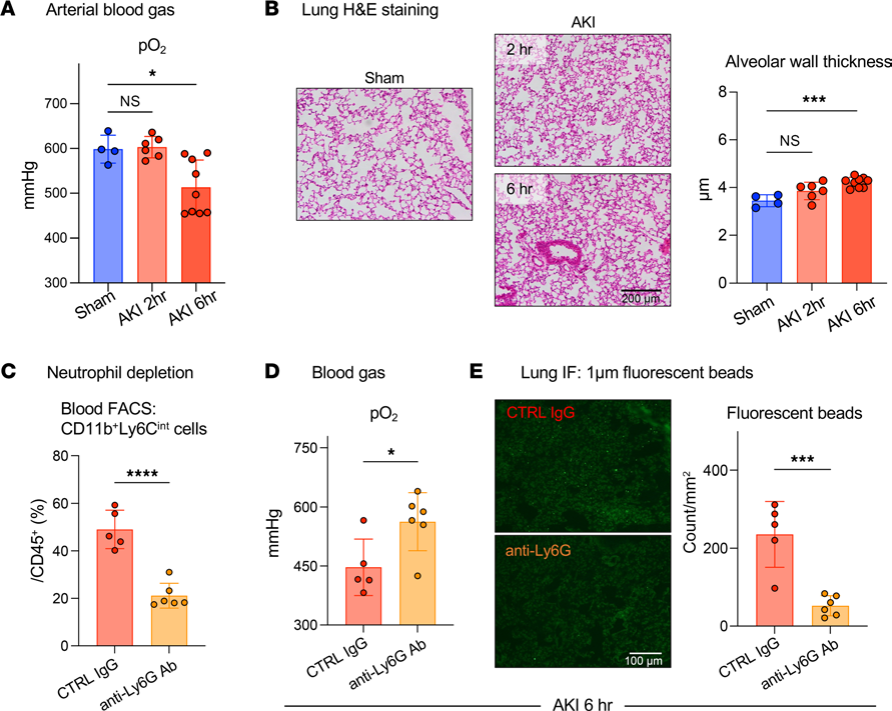
Hypoxemia is observed early after AKI in the absence of impaired ventilation or overt lung edema. (**A** and **B**) Arterial blood gas analysis and lung H&E staining with alveolar wall thickness measurements after sham operation or 2–6 hours after AKI. Arterial blood samples were collected directly from the ascending aorta under mechanical ventilation using 100% O_2_. Scale bar: 200 μm. *n* = 4–9 per group. ***P < 0.001, by 1-way ANOVA with Tukey’s multiple-comparison test. (**C**–**E**) Neutrophil depletion experiment. *n* = 5–6 per group. (**C**) Quantification of circulating neutrophils (CD11b^+^Ly6C^int^ cells) following 2 injections of anti-Ly6G Ab. Ly6G was not used as a neutrophil marker in FACS analysis due to epitope protection by the Ly6G Ab injected for neutrophil depletion. (**D**) Arterial blood gas analysis 6 hours after AKI. (**E**) Quantification of lung fluorescence beads injected 10 minutes prior to sacrifice as a surrogate marker for stagnation of lung microcirculation. Scale bar: 100 μm. *P < 0.05, ***P < 0.001, and ****P < 0.0001 compared with sham or control, by unpaired, 2-tailed Student’s *t* test. All data represent the mean ± SD.

**Figure 4:**
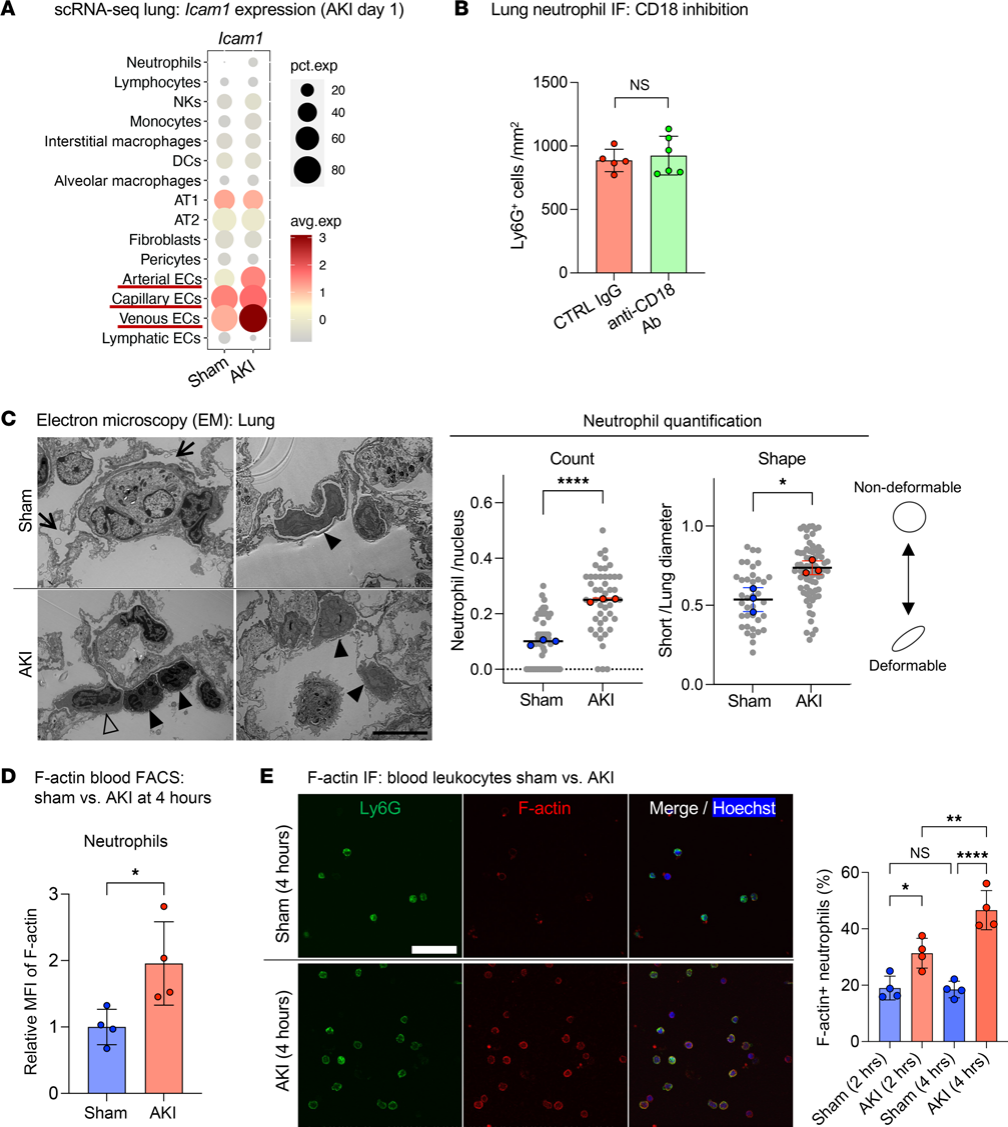
Rapid lung capillary neutrophil capture is enhanced by decreased neutrophil deformability but not classical neutrophil–endothelial cell interactions. (**A**) scRNA-Seq analysis (see Supplemental Figure 2) showing expression of the adhesion molecule ICAM1 in lung cell types. (**B**) Anti-CD18 Ab blockade versus IgG control in C57BL/6 mice: quantification of lung neutrophils by Ly6G immunofluorescence staining after AKI. *n* = 5–6/group. (**C**) Representative EM images of sham versus AKI lung obtained with quantification. Arrows indicate empty vessel lumina, while black arrowheads point to deformable neutrophils in sham or nondeformable neutrophils in AKI lung; in the AKI lung, an outlined arrowhead points to a monocyte locomotive leading a nondeformable neutrophil train. Right lower image shows crawling or arrested neutrophils (black arrowheads). Scale bar: 10 μm. Plot on the left shows the neutrophil count presented as the number of neutrophils per total nuclei in each image. Plot on the right shows the ratio of short versus long diameter in each neutrophil as an indicator of its morphology. The short/long ratio closer to 1.0 is indicative of a more rounded, nondeformable shape. Each colored dot represents mean data from an individual animal (*n* = 3/group), while each gray dot represents each observation (image or neutrophil). **P < 0.05 and ****P < 0.0001, by unpaired, 2-tailed Student’s t test (**B** and **C**). (**D**) Quantification of F-actin in circulating neutrophils by flow cytometry. Using fluorescence-labeled phalloidin, the geometric MFI was analyzed and compared between sham and AKI groups. *n* = 4/group. *P < 0.05, by unpaired, 2-tailed Student’s *t* test. (**E**) F-actin staining of leukocytes isolated from circulating blood 2 and 4 hours after sham or AKI. Scale bar: 40 μm. Percentage of F-actin polymerized Ly6G^+^ cells (neutrophils) are quantified in graph. *n* = 4/group. **P < 0.01 and ****P < 0.0001, by 2-way ANOVA with Šidák’s multiple-comparison test. All data represent the mean ± SEM.

**Figure 5:**
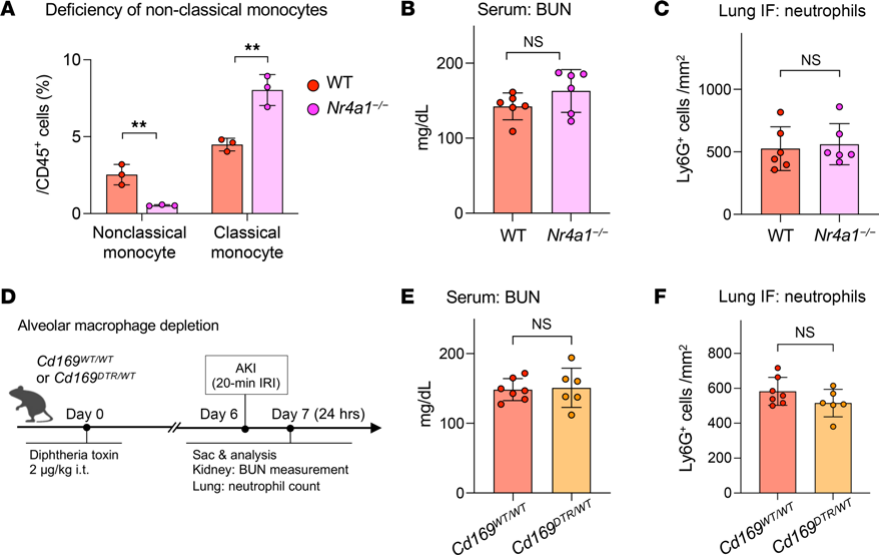
Neither nonclassical monocytes nor alveolar macrophages drive capillary neutrophil retention. (**A**) Quantification of blood monocytes in WT versus NR4A1-KO mice (*Nr4a1^–/–^*). *n* = 3 per group. **P < 0.01, by unpaired, 2-tailed Student’s *t* test. (**B**) Serum BUN levels 24 hours after AKI in WT and NR4A1-KO mice. *n* = 6 per group. (**C**) Quantification of lung neutrophils after AKI measured by immunofluorescence staining. *n* = 6 per group. (**D**) Schematic of in vivo alveolar macrophage depletion model using diphtheria toxin and CD169-DTR heterozygous mice. (**E**) Serum BUN levels 24 hours after AKI in CD169-DTR heterozygous mice and their littermate controls. *n* = 6 per group. (**F**) Quantification of lung neutrophils after AKI measured by immunofluorescence staining in CD169-DTR heterozygous mice and their littermate controls. *n* = 6 per group. Statistical significance in **B**, **C**, **E**, and **F** was determined by unpaired, 2-tailed Student’s *t* test. All data represent the mean ± SD.

**Figure 6:**
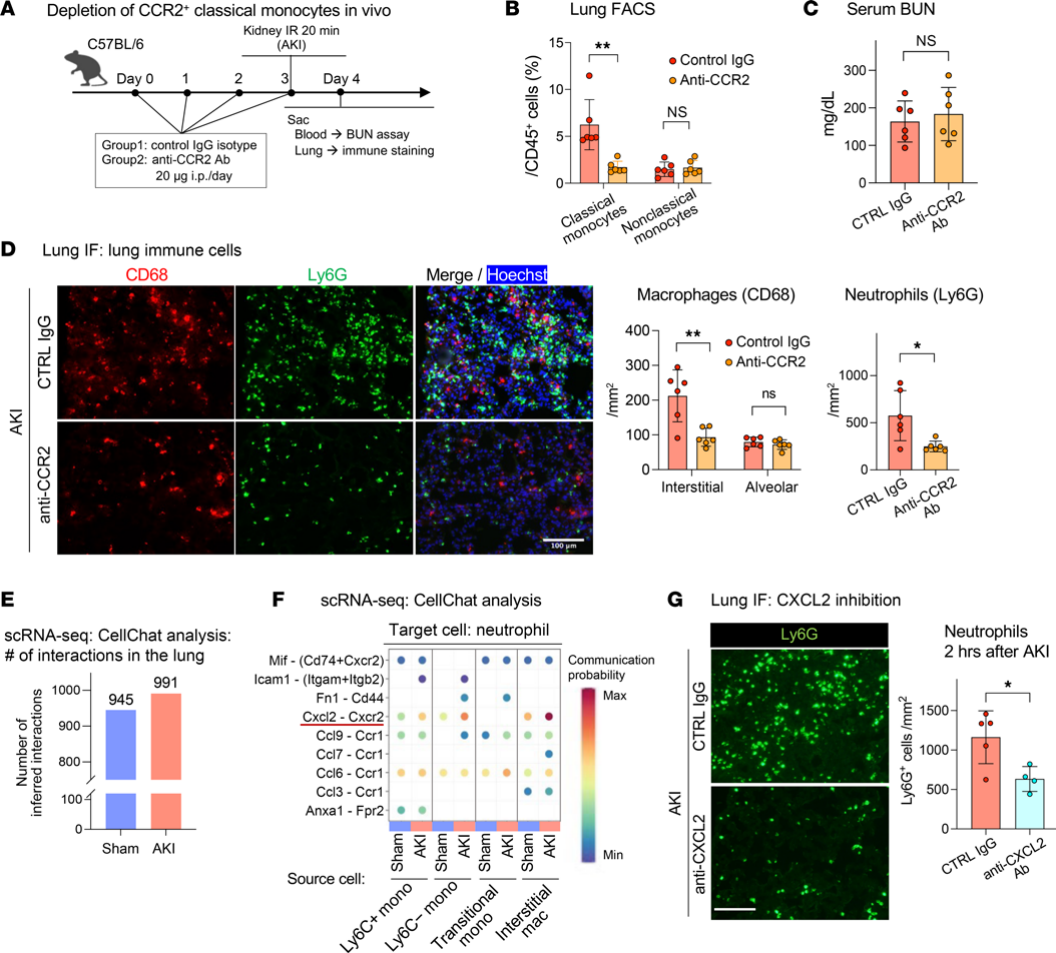
CCR2^+^ classical monocytes and CXCL2/CXCR2 signaling drive lung capillary neutrophil retention after AKI. (**A**) Schematic of classical monocyte depletion using anti-CCR2 Ab in vivo. (**B**) Lung monocytes after pretreatment with anti-CCR2 Ab or control IgG. *n* = 6 per group. (**C**) Serum BUN indicating kidney injury level on day 1 after AKI. *n* = 6 per group. (**D**) Lung immunofluorescence staining after AKI in control versus anti-CCR2 Ab–treated animals. Shown are alveolar and interstitial macrophages (CD68^+^, red) and neutrophils (Ly6G^+^, green). Hoechst 33342 dye (blue) was used to visualize nuclei. Scale bar: 100 μm. *n* = 6 per group. (**E**) Total number of cell-cell communications inferred by CellChat based on the scRNA-Seq analysis for sham-operated versus AKI mice (also see Supplemental Figure 2). (**F**) Cell-cell communications from monocytes or macrophages to neutrophils were predicted at single ligand-receptor resolution (unbiased); the neutrophil chemoattractant CXCL2 in monocytes and macrophages and their receptor CXCR2 in neutrophils was predicted to be significantly increased in AKI versus sham groups and are underlined. (**G**) Lung immunofluorescence staining for Ly6G^+^ neutrophils (green) from WT C57BL/6 mice injected with anti-CXCL2 or control Ab and subjected to AKI. Scale bar: 100 μm. *n* = 4–5 per group. The graph shows a quantification of lung neutrophils detected by immunofluorescence. Data represent the mean ± SD. *P < 0.05 and **P < 0.01, by unpaired, 2-tailed Student’s *t* test.

**Figure 7:**
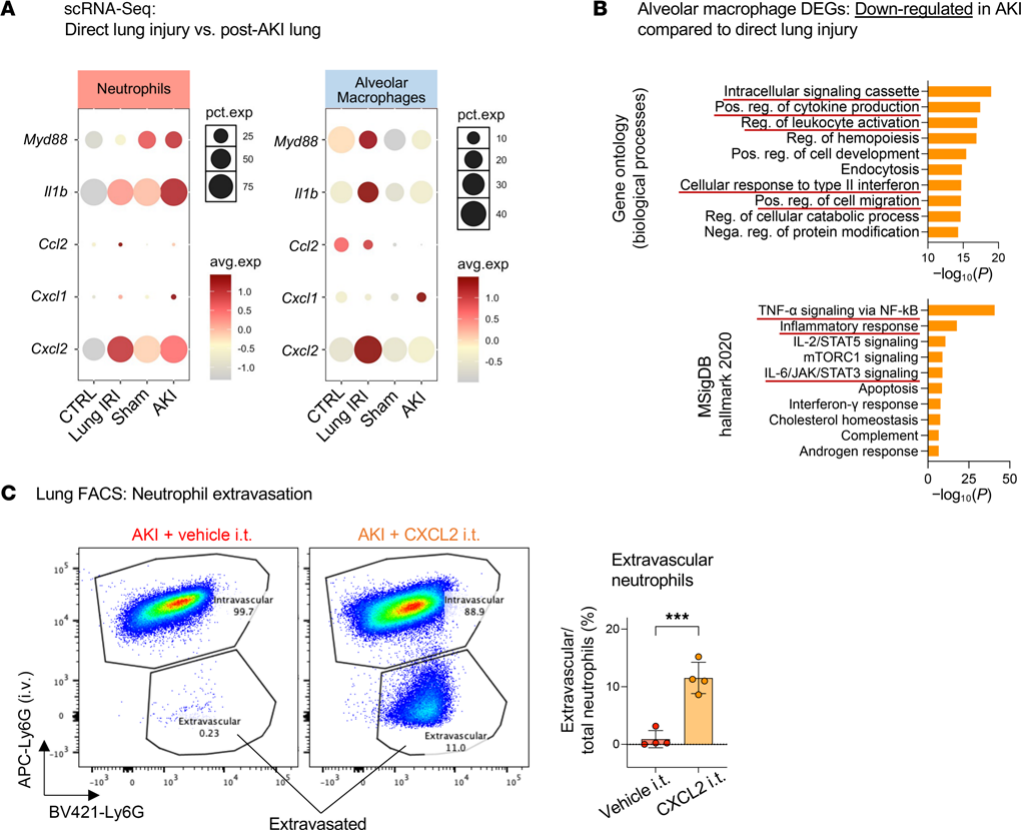
Comparative analysis of lung scRNA-Seq data reveals that remote lung injury as compared with direct lung injury lacks alveolar macrophage activation and alveolar macrophage release of neutrophil chemoattractants. (**A**) Comparison of inflammatory genes using scRNA-Seq analysis. A lung syngeneic transplant dataset was analyzed as a model of direct lung injury and compared with our AKI dataset (both reflect warm IRI). Expression levels of inflammatory molecules in neutrophils and alveolar macrophages are shown. The dot size denotes the percentage of cells expressing each gene, and the color scale represents the average gene expression levels. CTRL, control. (**B**) DEG analysis in alveolar macrophages: downregulated genes in post-AKI lung compared with direct lung injury were analyzed using GO and MSigDB Hallmark pathway analysis. GO terms and pathways related to inflammation and associated with activation of macrophages are underlined. Nega. reg., negative regulation; Pos. reg., positive regulation. (**C**) FACS and quantification of extravasated neutrophils 24 hours after AKI. Either mouse CXCL2 protein (0.01 μg/g) or vehicle in 50 μL sterile saline was administered i.t. immediately after AKI surgery. *n* = 4 mice per group. ***P < 0.001, by unpaired, 2-tailed Student’s *t* test. Data represent the mean ± SD.

**Figure 8:**
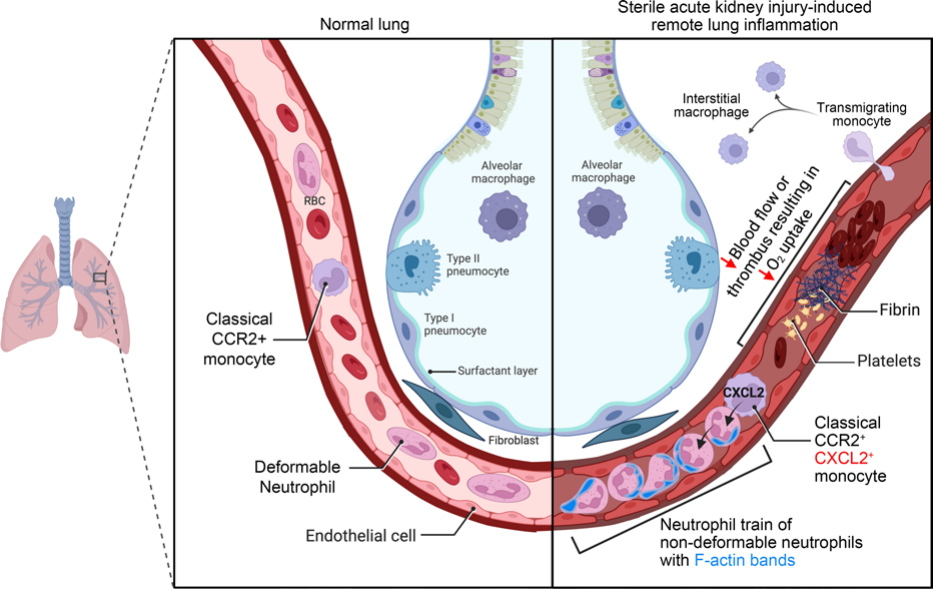
Schematic summary. AKI induces rapid intravascular neutrophil train formation in lung alveolar capillaries, a form of neutrophil retention. Rapid retention is enhanced by decreased deformability secondary to F-actin polymerization (submembrane F-actin bands) in circulating neutrophils that impedes their lung capillary passage. CCR2^+^ classical monocytes are required for neutrophil train formation and release CXCL2 to attract neutrophils into trains. Neutrophil train formation reduces alveolar capillary blood flow and is associated with thrombosis (thrombi contain both platelets and fibrin). This capillary perfusion defect leads to reduced oxygenation due to a ventilation perfusion mismatch, a scenario that differs from infectious inflammatory lung diseases, such as bacterial pneumonia or pulmonary alveolar edema in which ventilation is affected.

How the deposited data were processed for this re-analysis (not part of the article)

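Cells of lung and kidney were profiled by 5′ single-cell RNA-Seq 24 hours after sham operation or AKI, with 4 libraries in all, 1 per tissue and condition, each from a pool of mice. The files hold counts of UMIs per gene and cell barcode for the barcodes that Cell Ranger 3.1.0 called as cells, per the file headers. The authors deposited these counts without normalization or scaling, for 33456 genes. The genome build and annotation are not stated. The libraries held 43190660 (lung, sham), 43368824 (lung, AKI), 37262960 (kidney, sham) and 52048296 (kidney, AKI) UMIs. The paper's own processing used Seurat, SCTransform and Harmony, and CellChat for cell communication, of which Harmony and CellChat were not available here.

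Barcodes with fewer than 200 or more than 3200 detected genes, or more than 10% mitochondrial UMIs, were removed. Doublets were scored with Scrublet in scanpy 1.11.5, and the cells with the highest scores were removed in each library, 0.8% per 1000 cells. Genes in at least 3 cells were kept, counts were scaled to 10000 per cell and logged, and 2000 variable genes, 30 principal components and 20 neighbors entered Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.2, repeated at 0.5 within clusters of at least 200 cells. Sham and AKI cells of a tissue were clustered together without integration. Clusters were named from lists of markers for 29 lung and 26 kidney classes. A cluster needed at least 3 detected markers and 20 cells, and stayed unnamed where another class had more of its markers among the 10 leading genes. For neutrophil-like, venous-like and aerocyte capillary-like cells of the lung, the cluster with the largest number of cells differed between sham and AKI.

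The level of a gene in a class was its UMIs over the UMIs of all genes in that class times 1000000. Poisson intervals, conditional binomial intervals of the log2 ratio and Clopper-Pearson intervals of shares have a level of 95% and cover counting error only. Where a gene had 0 UMIs, the limit was set at 3 counts. Shares of cells with a UMI are given for all cells and after thinning each cell to 1000 UMIs without replacement, with cells of fewer UMIs left out. With 1 library per condition no test across samples was possible, cells were not taken as replicates, no p value was computed and changed genes were not counted. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and the RPCA integration was made with Seurat 5.3.0 in R 4.3.3.

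The lists were 40 inflammatory, 17 stress and immediate-early and 7 tubular injury genes, all written before the data were examined. The median log2 ratio of a list was taken over genes with at least 20 UMIs over both libraries, with 10000 random lists of the same size matched on expression as a description. The stress list had medians of 0.36 in vascular, 0.26 in Ly6C− monocyte-like, 0.39 in Ly6C+ monocyte-like, 0.21 in interstitial macrophage-like, 0.27 in T cell-like and −0.05 in B cell-like cells, and in each class 7 to 12 of its genes were higher. The inflammatory list had a median of 0.59 in neutrophil-like and 0.44 in vascular cells. The 9 ligand and receptor pairs were those of Fig. 6F. The genes named in the text were fixed beforehand as every gene the paper names in its single-cell results or figures, the injury genes, and in 6 classes the 3 genes with the largest rise and the 3 with the largest fall among those with at least 100 UMIs and an interval that excludes 0. Fig. 4A, 6F and 7A of the paper, which show directions for some of these genes, had been seen. From the inflammatory list, the 3 largest rises per class could be named. *Lyve1*, *Ccr2* and *Egr1* were named after their values were seen.

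The alternatives set before the data were examined were no upper gene limit, 200 to 3200 read as UMIs per cell, a mitochondrial limit of 20% in lung and 50% in kidney, no doublet removal, 1 level of clusters at a resolution of 0.2, RPCA integration, cells named by their own scores, the mean over cells of counts per 10000, median-of-ratios scaling, subtraction of free RNA, CellChat's trimean, 2 other minimums of UMIs for the lists, thinning to 500 UMIs and a minimum of 30 UMIs for the largest changes. Naming of clusters by marker score alone was added after the data were seen. The log2 ratios and their intervals were tested on simulated class totals. These were Poisson counts drawn from the pooled level of sham and AKI, with 200 genes changed per class. The direction was right for 97.5% to 99.5% of changed genes and the intervals held the true ratio for 95.4% to 96.1% of genes. Since the counts were Poisson by construction, this coverage was set in advance and says nothing about spread between cells or mice. Filters, doublet removal, clustering and naming were not tested in this way. The control and transplanted lungs of the paper's comparison with direct injury are not among the files, and statements on direct injury were left out.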

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

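The tests of exchanged labels, of the neutrophil-like share in kidney, of the lung cluster without sham cells, of the genes that rose in many lung classes, and of a few cells for *Cxcl1* and *Cxcl9* were chosen only after the results were seen. So was the naming of clusters by marker score alone.

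The kidney libraries, whose cells the paper does not report on, carried a signal of tubular injury. Of the 185 AKI proximal tubule-like cells, 165 lay in cluster 1003, which held 0 sham cells, so that sham and AKI cells came from different clusters. In proximal tubule-like cells the median log2 ratio of AKI to sham over 7 injury genes was 3.78, with *Havcr1* and *Timp1*, which had 0 UMIs after sham operation, at the limit of 3 counts. An exchange of the sham and AKI labels requires a median below 0, and the interval of this one, 3.70 to 5.92, lies above it. Free RNA of the AKI library remains part of the values of *Spp1*, *Lcn2* and *Clu*, since *Spp1* was found in 76.2% of its kidney T cell-like cells and in 12.2% of those of the sham library, whereas *Krt20* was found in 0.529% and 0 of them. The renal ischemia of the design and a difference in preparation between the libraries both stay open.

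Neutrophil-like cells made up 4.03% (3.17 to 5.04) of kidney leukocytes after sham operation (73 of 1810 cells) and 55.7% (53.7 to 57.7) after AKI (1357 of 2437 cells), a signal in cells the paper does not report on. The limits on genes and mitochondrial UMIs could remove other leukocytes more often, but with no upper gene limit the log2 ratio of the share was 3.71 (3.39 to 4.04). Leukocyte clusters left without a class could do the same, but with every cluster named by its best marker score the ratio was 3.54 (3.21 to 3.87), with shares of 3.54% and 41.2%. Both argue against these explanations as the whole cause. A response of the kidney to ischemia and a difference in cell recovery between the libraries, which 1 library per condition cannot separate, stay open.

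A lung cluster of 326 cells, 208, had cells of the AKI library only and was given no class. Its best marker score was that of general capillary-like cells, and it carried 4437 CPM of *Lyve1* against 1181 in the general capillary-like cells of the same library, a gene outside those the paper discusses. Doublets with other cells would raise the markers of other lineages. For myeloid, lymphoid, epithelial and stromal markers, the highest ratio over the general capillary-like cells was 1.04, which argues against doublets with these lineages. Doublets with other endothelial cells were not examined. The median doublet scores were 0.0414 and 0.0378, but the cells with the highest scores had been removed before, which limits what these scores show. After integration of the libraries with Seurat's RPCA, 100% of its cells fell into clusters with at least 20% sham cells. Since integration forces cells of both libraries together, this does not decide whether the cluster may arise from an effect of the library, and a library effect and a response to AKI cannot be told apart for it.

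Many of the genes with the largest rises in 1 lung class rose in others that had not entered the choice. Of 11 such genes from neutrophil-like, alveolar macrophage-like, Ly6C+ monocyte-like and general capillary-like cells, 8 had at least 20 UMIs in B cell-like cells, where 6 were higher after AKI and the median log2 ratio was 2.73. In fibroblast-like cells the median over 9 genes was 2.93. *Bri3* stood at 20.8 CPM in all barcodes of the sham lung library and 204.8 in those of the AKI lung library, against 17.1 and 12.5 in the kidney libraries. Not all genes of the set did so. In all barcodes of the kidney libraries *Cebpb* went from 4.11 to 52.8 CPM (lung, 95.9 to 667), *Tnf* from 18.5 to 77.0 and *Cxcl2* from 115 to 2680.4. The makeup of these libraries changed, with 73 and 1357 neutrophil-like cells, and within kidney neutrophil-like cells the log2 ratios were 0.88, 1.73 and 1.17. The makeup of this class differed too, with 49 sham and 330 AKI cells in cluster 1203 and 4 and 472 in cluster 1201. A like rise in lung cells as different as B cell-like and fibroblast-like cells is consistent with an effect of the AKI lung library shared by all cells. A response of all cells of the AKI mice in every organ would raise the same genes in kidney. With at least 20 UMIs in each class, 6 genes rose in both lung B cell-like and fibroblast-like cells (*Bri3*, *Rbm17*, *Nenf*, *Iscu*, *Cebpb* and *Socs1*). Their median log2 ratio in kidney endothelial-like cells was 0.13 (range, −0.51 to 1.61). For all 6 the interval there ended below both lung values, which argues against an equal rise in every cell of every organ. The makeup of that kidney class differed between the libraries, which limits this comparison. Cluster 100 held 1130 sham and 11 AKI cells, and cluster 302 held 18 and 357. Clusters 301 and 304, with 726 and 854 AKI cells and endothelial cells as their best class, stayed unnamed. *Cebpb* rose in kidney endothelial-like cells too, by 1.61 (0.51 to 2.75), so that a smaller rise in both organs stays open for it. Other kidney classes were not all near 0. The median was 1.17 over 7 genes in kidney neutrophil-like cells and −0.79 over 3 genes in kidney fibroblast-like cells. In kidney T cell-like cells it was 3.59 over 3 other genes. Of these, *Cxcl2* (4.71) and *Socs1* (3.59) rose there, whereas *Tnf* fell, with −1.41 (−2.36 to −0.56). A rise of part of the genes in leukocytes of both organs stays open. A response of all lung cells, local to the lung, stays open and cannot be separated from the library with these data. *Ctnnbip1* and *Mthfd2l* had fewer than 20 UMIs in lung B cell-like cells but rose there too. *Ctnnbip1* had 2.97 (0.64 to 6.24) there and 2.42 in fibroblast-like cells, and *Mthfd2l* went from 0 to 14 UMIs and had 4.44. These genes and the 6 named, *Cebpb* among them, carry this limit. It was not shown for *Tnf* and *Cxcl2*, which rose by 4.09 and 3.27 in alveolar macrophage-like cells and had −0.94 and −0.80 in B cell-like and −0.08 and 0.32 in T cell-like cells, with intervals that end below the values in macrophages.

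*Cxcl9* led the rises in general capillary-like cells of the lung, with 0 UMIs after sham operation and 110 after AKI, at least 43.9-fold higher over the limit of 3 counts. The paper does not discuss this gene. A few cells of 1 library could give such a rise, and 5 cells held 100% of the UMIs, all of them in 1 of 1620 cells. The value describes that cell and not the class, and no biological explanation was tested.

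*Cxcl1* differed in direction between tissues in neutrophil-like cells. In the lung its log2 ratio was 1.79 (1.22 to 2.40), with 31 and 141 UMIs, and in the kidney it was −1.51 (−2.06 to −0.92), with 32 and 181 UMIs. The difference between the tissues was not tested. In the sham kidney library 5 cells held 100% of the *Cxcl1* UMIs, all 32 of them in 1 of 73 cells, so that a single cell may set the fall in kidney. In the lung, 5 cells held 67.7% of the sham and 56.7% of the AKI UMIs. A difference between lung and kidney in the response to AKI stays open.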

How the results depend on the processing

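Naming clusters by marker score alone was the alternative chosen only after the data were seen, and the other 15 were set before the data were examined. No paired analysis was possible because the conditions have 1 library each and share only the replicate number 1, which pairs no mice.

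Over 51 results, the alternatives gave 548 values. Of these, 419 stayed within the counting interval of the value reported (for counts of genes or pairs, within 1.5 times), 129 moved beyond it, and no result whose interval excluded 0 changed sign. Among 38 signed results, 30 had an interval that excluded 0, and all 30 kept their sign under every alternative that gave a value. The other 8 had an interval that included 0, and 6 of them changed sign under at least 1 alternative, among them *Cxcl2* in Ly6C+ monocyte-like cells, whose interval with no upper gene limit lay below 0. *Icam1* in vascular endothelial-like cells ranged from 0.58 to 1.10, *Cxcl2* in neutrophil-like cells from 0.39 to 0.65, *Il1b* in these cells from 0.19 to 0.47, *Il1b* in alveolar macrophage-like cells from 1.41 to 3.12 and *Ltb4r1* in neutrophil-like cells from −0.73 to −0.53. *Cxcl2* in Ly6C+ monocyte-like cells ranged from −0.28 to 1.30 and *Myd88* in alveolar macrophage-like cells from −1.61 to 0.35. For the values that moved, the cause was not tested, except that 1 level of clusters merged classes. *Cxcl2* in interstitial macrophage-like cells, reported as 0.90, moved under 7 of 10 alternatives, to 0.40 with no upper gene limit, 0.81 with the looser mitochondrial limit, 0.76 without the removal of doublets, 0.47 with 1 level of clusters, 0.67 with RPCA integration, 0.30 with cells named by their own score and 1.34 with the mean over cells, and kept its direction. Other values are given below by alternative. Values are log2 ratios unless another unit is given.

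With no upper gene limit, *Icam1* was 0.92 in vascular and 1.16 in general capillary-like cells, and *Cxcl2* was −0.28 in Ly6C+ and 2.56 in Ly6C− monocyte-like cells. The *Cxcl2* and *Cxcr2* products were −0.42 from Ly6C+ monocyte-like, 2.42 from Ly6C− monocyte-like and 0.26 from interstitial macrophage-like cells. The inflammatory list was 0.40 in interstitial macrophage-like and 0.52 in Ly6C− monocyte-like cells. The neutrophil-like share of lung leukocytes after AKI was 40.2%. Of the 6 genes with the largest changes, 0 were named again in Ly6C+ monocyte-like cells, 3 in kidney proximal tubule-like and 2 in kidney endothelial-like cells.

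With 200 to 3200 read as UMIs per cell, *Icam1* was 0.86 in vascular, 0.95 in general capillary-like and 0.48 in aerocyte capillary-like cells. In neutrophil-like cells *Cxcl2* was 0.65 and *Il1b* 0.47. In alveolar macrophage-like cells *Cxcl2* was 0.16 and *Myd88* −1.61, and *Cxcl2* was 0.71 in vascular and 3.98 in Ly6C− monocyte-like cells. The neutrophil-like share of lung leukocytes was 36.4% after sham operation and 58.1% after AKI. The product was 3.91 from Ly6C− monocyte-like and 0.58 from neutrophil-like cells, and 3 pairs were higher from vascular cells. The inflammatory list was 0.16 in alveolar macrophage-like, 0.53 in Ly6C− monocyte-like and 0.71 in neutrophil-like cells. The injury genes had medians of 3.38 in proximal tubule-like cells and 4.76 in all kidney cells, and the thinned share of alveolar macrophage-like cells with a *Cxcl2* UMI had a ratio of 0.27. Of the 6 largest changes, 2 were named again in neutrophil-like, 1 in alveolar macrophage-like, 1 in general capillary-like, 0 in proximal tubule-like and 2 in kidney endothelial-like cells.

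Without the removal of doublets, *Icam1* was 0.58 in vascular and 1.18 in general capillary-like cells, and its thinned share 0.35. The makeup of these classes differed, with 1274 sham and 2269 AKI cells in the former and 728 sham and 1691 AKI cells in the latter. *Cxcl2* was 0.74 in Ly6C+ monocyte-like, 2.01 in Ly6C− monocyte-like, 2.21 in alveolar macrophage-like and 2.39 in vascular cells, and in alveolar macrophage-like cells *Il1b* was 1.41 and *Cxcl1* 2.94 instead of 5.46. The products were 0.63 from Ly6C+ monocyte-like, 1.91 from Ly6C− monocyte-like and 0.65 from interstitial macrophage-like cells. The inflammatory list in Ly6C+ monocyte-like cells was 0.34 and the injury median in all kidney cells 3.20. Of the 6 largest changes, 3 were named again in alveolar macrophage-like, 2 in Ly6C+ monocyte-like and 2 in general capillary-like cells.

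On RPCA-integrated components, *Icam1* was 0.79 in vascular and 0.96 in general capillary-like cells and *Cxcl2* 0.72 in Ly6C+ monocyte-like cells. The products were 0.60 from Ly6C+ monocyte-like, 2.81 from Ly6C− monocyte-like and 0.54 from interstitial macrophage-like cells, and the inflammatory list in Ly6C+ monocyte-like cells was 0.33, where 1 of the 6 largest changes was named again. With 1 level of clusters at a resolution of 0.2, the class named Ly6C+ monocyte-like, with 297 sham and 332 AKI cells, was the sum of the Ly6C+ and Ly6C− classes, and that named interstitial macrophage-like held the conventional dendritic-like cells too (234 sham and 220 AKI cells). *Cxcl2* in the former was 1.30, the products 1.17 from the former and 0.34 from the latter, and the inflammatory list 0.42 and 0.35 in these classes. Of the 6 largest changes, 0 were named again in Ly6C+ monocyte-like and 3 in general capillary-like cells. With each cell named by its own marker score, *Cxcl2* was 0.96 in Ly6C+ and 1.88 in Ly6C− monocyte-like cells, the products 0.84 from Ly6C+ monocyte-like, 1.75 from Ly6C− monocyte-like and 0.17 from interstitial macrophage-like cells, and the list 0.70 in Ly6C+ monocyte-like cells. There 1 of the 6 largest changes was named again, as in kidney endothelial-like cells.

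Under median-of-ratios scaling, which lowered all log2 ratios of neutrophil-like cells by 0.20, *Cxcl2* was 0.39, *Cxcr2* −0.32, *Il1b* 0.19, *Myd88* −0.31, *Itgam* 0.11, *Itgal* −0.05 and *Itgb2* −0.20 in these cells, the product within them 0.0678 and their inflammatory list 0.39. *Icam1* was 1.10 in vascular and 1.35 in general capillary-like cells, the product from interstitial macrophage-like cells 0.55 and the injury median in all kidney cells 3.90. With the mean over cells of counts per 10000, *Il1b* in neutrophil-like cells was 0.46, *Cxcl2* in alveolar macrophage-like cells 2.97, the product from interstitial macrophage-like cells 1.24, and the injury medians 3.40 in proximal tubule-like and 4.19 in all kidney cells. Of the 6 largest changes, 3 were named again in neutrophil-like and 3 in Ly6C+ monocyte-like cells.

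With the looser mitochondrial limit, *Cxcl2* was 3.90, *Il1b* 3.12 and the inflammatory list 1.06 in alveolar macrophage-like cells, and the neutrophil-like share after AKI 41.9%. Of the 6 largest changes, 3 each were named again in alveolar macrophage-like, Ly6C+ monocyte-like and proximal tubule-like cells. After the free-RNA subtraction, *Cxcl2* was 3.60 in alveolar macrophage-like and 4.13 in Ly6C− monocyte-like cells, the product from Ly6C− monocyte-like cells 4.02, 1 pair was higher from vascular cells, and 0 of the 6 largest changes were named again in neutrophil-like cells. CellChat's trimean is 0 where more than 75% of the cells of a class have no UMI, and pairs were counted only where both libraries had a product above 0. The pairs higher after AKI were then 2 from Ly6C+ monocyte-like, 3 from Ly6C− monocyte-like, 2 from interstitial macrophage-like, 2 from neutrophil-like and 1 from vascular cells. Left out of this count was the *Cxcl2* and *Cxcr2* product from Ly6C− monocyte-like cells, which rose from 0 to 0.58, and that of *Mif*, which fell from 0.21 to 0. The log2 ratios of the *Cxcl2* and *Cxcr2* products were 1.33 from interstitial macrophage-like and 0.0675 from neutrophil-like cells. Thinning to 500 UMIs gave 0.86 for the share with an *Icam1* UMI. Among genes with at least 30 UMIs, 0 of the 6 largest changes were named again in neutrophil-like, 1 in alveolar macrophage-like, 0 in Ly6C+ monocyte-like and 2 in general capillary-like cells.

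Some alternatives gave no value. With 200 to 3200 read as UMIs per cell no cluster was named for Ly6C+ monocyte-like or interstitial macrophage-like cells, at a resolution of 0.2 none for Ly6C− monocyte-like cells, and scaling and subtraction do not apply to shares of cells. The reading as UMIs also gave none for *Cxcl1* in alveolar macrophage-like and vascular cells and for the thinned share with an *Il1b* UMI in the former. The subtraction gave none for *Cxcl1* and *Cxcl2* in vascular cells and for the injury median in all kidney cells. Depth limits the small classes most. Ly6C+ monocyte-like cells numbered 82 and 49, and *Myd88* in alveolar macrophage-like cells rested on 81 and 58 UMIs. Shares of neutrophil-like cells with a *Cxcl2* or *Il1b* UMI were above 95% in both libraries and could not show a difference.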

Differences from the paper's values

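The values of single clusters in this part were chosen only after the results were seen. For its single-cell data, the paper's text states 1 value for a measure computed here, its number of lung cells. That number includes control and transplanted lungs which are not in the files, so that the values are not comparable. The legend of Fig. 1B also gives neutrophil shares of lung leukocytes, by flow cytometry in other mice, and these were not compared. The paper's Harmony integration and its CellChat scores were not rerun, and the classes here were named from markers, which limits every comparison below.

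From its CellChat analysis the paper predicts stronger CXCL2 signaling from classical monocytes to neutrophils after AKI (Fig. 6F). In Ly6C+ monocyte-like cells the log2 ratio of *Cxcl2* was 0.09 (−0.14 to 0.33) and that of its product with *Cxcr2* −0.03 (−0.27 to 0.21). For *Cxcl2*, settings with a rise were the looser mitochondrial limit (0.25), no removal of doublets (0.74), RPCA integration (0.72) and cells named by their own score (0.96), whereas no upper gene limit gave −0.28. With 1 level of clusters at a resolution of 0.2 the value was 1.30, but that class was the Ly6C+ and Ly6C− cells together and shows no rise in Ly6C+ cells. The product rose under the same settings, within counting error for the looser mitochondrial limit, and fell with no upper gene limit. Cluster 902, counted here with the Ly6C− monocyte-like cells, had *Ccr2*, by which the paper defines classical monocytes, at 593 and 517 CPM. Its *Cxcl2* rose from 24.4 to 785 CPM, a log2 ratio of 5.01 (3.96 to 6.33), which goes with the paper and was looked at after its values were seen. The product from Ly6C− monocyte-like cells, 3.16, from interstitial macrophage-like cells, 0.78, and within neutrophil-like cells, 0.46, rose with the paper's direction for the pathway.

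The paper reports that *Myd88* was upregulated in neutrophils of remote lung inflammation, in a comparison with direct injury that uses each one's own control. Against sham its log2 ratio here was −0.11 (−0.29 to 0.07), and it was below 0 under all 11 alternatives, from −0.31 to −0.02, and fell beyond counting error within cluster 100, with −0.37 (−0.66 to −0.09). *Il1b*, which the paper reports as upregulated in the same cells, rose by 0.39 (0.36 to 0.42), with −0.29 (−0.34 to −0.25) within cluster 100, the largest after sham operation, 0.27 (0.24 to 0.31) within cluster 101, the largest after AKI, 0.44 (0.33 to 0.56) within cluster 102 and 0.02 (−0.27 to 0.33) within cluster 103.

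The paper reports innate activation of alveolar macrophages, with *Myd88*, *Il1b* and *Cxcl2*, in direct and not in remote lung inflammation. Here, between AKI and sham, *Cxcl2* rose in alveolar macrophage-like cells by 3.27 (3.02 to 3.53) and *Il1b* by 1.88 (1.47 to 2.29), and the inflammatory list had a median of 0.69, near the 0.72 of interstitial macrophage-like cells. *Myd88*, on 81 and 58 UMIs, was within counting error at 0.30 (−0.21 to 0.81). This interval holds both 0 and a rise, so that it speaks neither for nor against the paper. With 200 to 3200 read as UMIs per cell, *Cxcl2* was 0.16 and the list 0.16. The level in direct injury is not in the files, so that a smaller activation after AKI than after direct injury was not examined.

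The paper reports no significant expression of LTB-4 receptors in lung cells after AKI. Here *Ltb4r1* was found in 24.0% of neutrophil-like and 81.6% of Ly6C+ monocyte-like cells after AKI, in 39.6% of Ly6C− monocyte-like and in 14.4% of T cell-like cells, against 0.198% of B cell-like cells, and its level in neutrophil-like cells fell by 0.53 on the log2 scale. *Ltb4r2* had at most 1 UMI per library in neutrophil-like, monocyte-like, macrophage-like, vascular, B cell-like and T cell-like cells, as the paper reports.

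The paper shows *Icam1* higher in lung endothelium after AKI, and the sum of the vascular classes, general capillary-like and venous-like cells gave that direction, with 1.02, 1.27 and 0.93, and so did the venous-like clusters 1101, with 0.49 (0.23 to 0.75), and 1102, with 0.67 (0.34 to 1.01), whereas cluster 1100, the largest after sham operation, had −0.16 (−0.59 to 0.25). Aerocyte capillary-like cells, a part of this endothelium, were within counting error at 0.09 (−0.03 to 0.21), but the interval lay above 0 under 5 alternatives, with 0.12 for the looser mitochondrial limit, 0.15 for no removal of doublets, 0.12 for 1 level of clusters at a resolution of 0.2, 0.14 for cells named by their own score and 0.48 with 200 to 3200 read as UMIs per cell.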

Other observations

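The thinned means of *Cxcl2* and *Il1b*, the stress list and the doublet test in alveolar macrophage-like cells, and the comparisons with fibroblast-like, B cell-like and T cell-like cells were chosen only after the results were seen.

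Neutrophil-like cells made up 27.5% (26.0 to 29.2) of lung leukocytes after sham operation (857 of 3111 cells) and 44.2% (42.3 to 46.0) after AKI (1214 of 2749 cells). The paper measured neutrophils by flow cytometry in other mice, and those shares were not compared. The limits on genes and mitochondrial UMIs could remove other leukocytes more often after AKI, but with no upper gene limit the log2 ratio of the share was 0.62 (0.51 to 0.72), which argues against them as the whole cause. Recovery of cells in each library and retention of neutrophils in the lung, the paper's explanation, cannot be separated with 1 library per condition.

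In lung neutrophil-like cells, *Cxcl2* and *Il1b* rose. With every cell thinned to 1000 UMIs the mean UMIs per cell had log2 ratios of 0.59 (0.55 to 0.63) and 0.41 (0.37 to 0.46), but the level is already per UMI of the class, so that these values restate it and decide nothing about a difference in UMIs per cell. The stress list had a median of 0.13 (0.05 to 0.18), but its genes went both ways, with 10 of 16 higher, and 74.1% of random lists were lower, so that it decides nothing and a stress response to dissociation stays open for *Cxcl2*. This median is also less than the 0.20 by which median-of-ratios scaling lowers all log2 ratios of these cells. An effect of the library shared by all cells cannot be told apart either. In T cell-like cells the log2 ratio of *Cxcl2* was 0.32 (−0.56 to 1.18), but their UMIs were too few and at the level of free RNA. In B cell-like cells it was −0.80 (−1.34 to −0.28), which goes against a shared effect, but 5 cells held 58.1% of the 136 sham UMIs, and in fibroblast-like cells it was 0.67 (−0.04 to 1.41).

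For *Icam1* in vascular endothelial-like cells, free RNA of other cells could raise the level, but the subtraction left a log2 ratio of 1.04, which argues against it. *Icam1* rose elsewhere too, by 1.09 (0.61 to 1.59) in neutrophil-like and 1.25 (0.63 to 1.89) in alveolar macrophage-like cells, at levels of 69.0 CPM or less. An effect of the AKI library shared by all cells would raise it in every class, whereas fibroblast-like cells had −0.22 (−0.43 to −0.02), B cell-like cells −0.13 and T cell-like cells 0.01, all with intervals ending below the value of the vascular cells. The stress list had a median of 0.36 (0.32 to 0.39) in the vascular cells, above the medians of random lists, but its genes went both ways too, with 9 of 17 higher, so that it decides nothing and a stress response to dissociation stays open.

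For alveolar macrophage-like cells, free RNA of neutrophils could bring UMIs of *Il1b* and *Cxcl2*. Their levels after AKI were 16.0 and 52.6 times the level that the *S100a8* and *S100a9* UMIs of these cells allow, and after sham operation 3.92 and 5.60 times, which argues against it. Doublets could bring *Cxcl2* too. The 28 AKI cells with 5 or more *Cxcl2* UMIs had 1.02 times the alveolar macrophage marker level of the other 105 cells. Their C1q markers stood at 16.4 CPM against 20938 in interstitial macrophage-like cells. Both argue against doublets for these AKI cells, but their median doublet score was higher, 0.0259 against 0.0153. The 6 sham cells with 5 or more UMIs went the other way. Their markers were at 19578 CPM against 24991 in the other sham cells, and *S100a8* and *S100a9* at 1247 against 481. Their doublet score was 0.0405 against 0.0118, so that doublets stay open for the sham cells. The stress list had a median of 0.21 (0.07 to 0.32), but its genes went both ways, with 10 of 16 higher and *Egr1* at 2.30, so that it decides nothing and dissociation stays open. The inflammatory list had a median of −0.10 (−0.26 to 0.02) in B cell-like cells, where 13 of 28 genes were higher, so that an effect of the library shared by all cells cannot be told apart for the list. A response of alveolar macrophages to AKI stays open beside these.

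*Cxcl2* in vascular endothelial-like cells stood at 1.29 times the level that free neutrophil RNA would bring after AKI and 1.12 times after sham operation, where that level lay within the counting interval. After AKI that level, 26.3 CPM, lay below the counting interval of 30.1 to 38.2. Alone this would argue against free neutrophil RNA as the whole source. In B cell-like and T cell-like cells, however, the same ratio was 2.71 and 1.61 after sham operation and 0.898 and 0.799 after AKI. Since 1.29 lies within that spread, free RNA of neutrophils and a low expression by endothelial cells cannot be told apart for these UMIs.

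Of the integrin genes named in the paper, *Itgam* had a log2 ratio of 0.31 (0.19 to 0.43) in lung neutrophil-like cells, *Itgal* 0.15 (0.00 to 0.29) and *Itgb2* 0.00 (−0.12 to 0.12), both within counting error. Median-of-ratios scaling, which lowers every log2 ratio of these cells by 0.20, gave 0.11, −0.05 and −0.20. In interstitial macrophage-like cells *Ccl2* went from 325 to 400 UMIs, a log2 ratio of 0.91 (0.70 to 1.13), and *Cxcl1* from 139 to 327 UMIs, 1.84 (1.55 to 2.14). Few cells set both, since 5 cells held 57.8% and 49.2% of the *Ccl2* UMIs and 92.1% and 53.5% of the *Cxcl1* UMIs, and the share of cells with a *Ccl2* UMI went from 42.5% to 32.0%.

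Ranked by size among genes with at least 100 UMIs, the rises were led in lung neutrophil-like cells by *Bri3* (3.65), *Ctnnbip1* (3.56) and *Rbm17* (3.50) and the falls by *Cxcr1* (−1.61), *Rsad2* (−1.61) and *BC100530* (−1.60). In alveolar macrophage-like cells *Nenf* (3.07) followed *Tnf* and *Cxcl2*, and *Fabp1* (−1.51), *S100a9* (−1.37) and *Pdia4* (−1.37) fell most. In Ly6C+ monocyte-like cells *Iscu* (3.16), *Bri3* (3.04) and *Cebpb* (2.94) led, and *Ifi27l2a* (−1.54), *Mndal* (−1.23) and *Dr1* (−1.18) fell most. In general capillary-like cells *Mthfd2l* (4.41) and *Socs1* (4.08) followed *Cxcl9*, and *Rsad2* (−2.25), *Saa3* (−2.11) and *Otc* (−1.98) fell most. Among these rises, *Bri3*, *Ctnnbip1*, *Rbm17*, *Nenf*, *Iscu*, *Cebpb*, *Mthfd2l* and *Socs1* were higher in lung B cell-like and fibroblast-like cells too, and an effect of the library stays open for them.

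In kidney proximal tubule-like cells the largest rises were those of *Krt20*, *Gsta1* (1 and 298 UMIs) and *Lcn2*, and the largest falls those of *Cyp2a4* (255 and 1 UMIs), *Cyp2j11* (165 and 1) and *Slc7a13* (391 and 3). In kidney endothelial-like cells *Lcn2* (11 and 1447 UMIs), *AA467197* (28 and 1858) and *Sphk1* (6 and 231) rose most. An *Lcn2* UMI was found in 34.5% (31.5 to 37.6) of these AKI cells, at a median depth of 3523 UMIs, near the 29.1% (22.7 to 36.1) of T cell-like cells, the background class, at 2713, with levels of 371 and 122 CPM. The falls there were those of *Hbb-bt*, *Hbb-bs* and *Hba-a1*, of whose sham UMIs 99.8% (*Hbb-bs*) and 100% (the others) lay in 5 cells. In both classes the cluster with the largest number of cells differed between sham and AKI.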
